# PUS1 is a novel biomarker for predicting poor outcomes and triple-negative status in breast cancer

**DOI:** 10.3389/fonc.2022.1030571

**Published:** 2022-11-15

**Authors:** Zheng Fang, Hong-yu Shen, Qi Xu, Hong-lei Zhou, Lei Li, Si-Yuan Yang, Zhen Zhu, Jin-hai Tang

**Keywords:** PUS1, breast cancer, biomarker, prognosis, tissue microarray

## Abstract

Breast cancer patients’ outcomes have improved dramatically in recent years, but relapses and poor prognosis remain common due to its aggressiveness and heterogeneity. The development of reliable biomarkers is still needed for predicting prognosis and treatment effectiveness. Recently, a growing body of research suggests that pseudouridine synthases contribute to the development of many cancers, but their contribution to breast cancer remains largely unknown. Using an integrative analysis, we selected pseudouridine synthase1(PUS1) as the candidate biomarker. A tissue microarray of 131 breast cancer patients was then utilized to determine the clinical significance and prognostic value of PUS1. RNA sequencing analysis was conducted to identify downstream genes that differ between control and PUS1 knockdown cells. The effect of PUS1 on phenotypes of cells was assessed using cell proliferation, colony formation, and transwell invasion assays. We found that breast tumors overexpressed PUS1 compared with paired normal tissues. PUS1 expression was positively correlated with triple-negative breast cancer (TNBC) status (*P*= 0.020) and tumor grade (*P <*0.0001), but not with age (*P*= 0.736), tumor size (*P*= 0.608), lymph node (*P*= 0.742), oestrogen receptor (ER) (*P*= 0.162), progesterone receptor (PR) (*P*= 0.901), human epidermal growth factor receptor 2 (HER2) (*P*= 0.608) or tumor stage (*P*= 0.411). Comparatively, patients with high PUS1 levels had shorter overall survival time (*P*=0.0001) and relapse-free survival time (*P* = 0.0093). A univariate and multivariate survival analysis suggested that the overall survival of patients was independently influenced by the PUS1 score (Univariate Cox *P <*0.0001, HR=5.176, 95% CI =2.420-11.07; Multivariate Cox *P* = 0.001, HR = 5.291, 95% CI =1.893-14.78). RNA sequencing data revealed the PUS1 knockdown significantly affects a series of cancer related biological process such as regulation of cell proliferation and cell migration, as well as KEGG pathways including Mitophagy and PI3K-Akt signaling. *In vitro*, knockdown of PUS1 significantly suppressed the proliferation and colony formation abilities of MDA-MB-231 cells and BT-549 cells. Additionally, the ability of tumor cells to invade was remarkably attenuated in low PUS1 expression groups compared with the corresponding control groups. Our results suggested that PUS1 is a novel biomarker that predicts poor outcomes in patients with breast cancer and may prove to be a promising treatment target.

## Introduction

Breast cancer has been the most prevalent cancer with new cases diagnosed and approximately half a million women die from breast cancer each year (1). Even though outcomes among patient with breast cancer have improved dramatically recurrence, metastasis, and death are still frequently and are associated with poor prognosis. A part of the reason for this dismal prognosis could be its clinical characteristics of aggressiveness and high heterogeneity. Therefore, it is essential to comprehend the underlying pathophysiology and create trustworthy biomarkers in order to anticipate prognoses and treatment outcomes.

RNA modifications have been found the vital regulatory manners for the organisms to control gene expressions and provide vital links in various biological processes, including the development of human disease (2, 3). Pseudouridylation, a multi-step process involving post-transcriptionally mechanisms, is the second most abundant RNA modifications after m6A and exists in different RNAs including tRNAs, rRNAs, mRNAs. Pseudouridylation of RNA was produced either by the RNA independent mechanism or by a snoRNA dependent pathway (4). Recently, accumulating studies revealed that pseudouridine synthases implicate in the development of several cancers (5). For instance, the overexpression of Dyskerin pseudouridine synthase 1 (DKC1) was shown to be significantly correlated with unfavourable clinicopathological parameters and poor prognosis of breast cancer (6). High expression of pseudouridine synthase 7 (PUS7) prognosticates the poor outcome of individuals with glioblastoma and inhibition of PUS7-mediated pseudouridine modification restrained the glioblastoma stem cell (GSC) tumorigenesis (7). Additionally, PUS7 regulates its downstream effector LIM and SH3 protein 1(LASP1), which promotes colorectal cancer metastasis (8). However, clinical significance and cellular functions of pseudouridine synthases in breast cancer are not well understood.

As an important member of pseudouridine synthase family, pseudouridine synthase1(PUS1) can regulate the Pseudouridylation of almost all kinds of RNAs including mRNAs, snoRNAs, tRNAs, ncRNAs and snRNAs (9). It has been reported that PUS1 regulate the Pseudouridylation of mRNA by recognize the special structure of mRNA instead of specific sequences (4, 10). In this study, we screened the expressions of pseudouridine synthase family members in breast cancer by an integrative analysis and choose PUS1 as the candidate biomarkers for this tumor. Based on tissue microarray analysis, we further evaluated PUS1’s clinical significance as well as its correlations with patients’ prognosis. An RNA sequencing method was used to explore how PUS1 regulates breast cancer cells’ biological processes, which was then validated by *in vitro* experiments.

## Material and methods

### Bioinformatic analysis of the cancer genome atlas, gene expression omnibus datasets and clinical proteomic tumor analysis consortium datasets

the tcga rna-seq data for invasive breast cancer (brca) from the GDC (Genomic Data Commons) portal (http://portal.gdc.cancer.gov/) and five microarray datasets of breast cancer (GSE5364, GSE22820, GSE42568, GSE45827 and GSE65212) from GEO database (www.ncbi.nlm.nih.gov/geo/) were downloaded, analyzed using the “Bioinformatics analysis” module of the Home-for-Researchers website (https://www.home-for-researchers.com/static/index.html#/) and the Sangerbox bioinformatic tools (http://www.sangerbox.com/tool). The “CPTAC” module of the UALCAN database (http://ualcan.path.uab.edu/index.html) was queried for the comparison of proteomic data of candidate pseudouridylate synthases in breast cancer (11).

### Human tissue samples and cell lines

Declaration of Helsinki was followed in all areas of this study. First Affiliated Hospital of Nanjing Medical University (Ethics code 2021-SR-308) provided ethical clearance. Specimens of breast cancer were collected from Nanjing Medical University’s First Affiliated Hospital’s Department of General Surgery, and patients or their next of kin provided informed consent. The enrolled patients were diagnosed with breast cancer according to clinical symptoms, physical examination, imaging and histopathological diagnosis, and the excluded patients were those with unresectable, metastatic breast cancer, other malignant tumors such as breast sarcoma and malignant lymphoma of the breast, benign breast diseases, and those with severe cardiovascular and renal diseases who were unable to receive radical surgery. None of the patients received preoperative chemotherapy or radiotherapy. Liquid nitrogen was used to snap 12 paired freeze breast tumors and normal tissues following excision of the surgical specimen. **Supplementary Table 1** contains the catalog number of samples used for western blot assay. A tissue microarray with 131 breast cancer tissues was purchased from Shanghai Outdo Biotech Company (Shanghai, China). Cell lines used in this study included one normal mammary epithelial cell line (MCF10A) and ten breast cancer cell lines representing the genomic features of main breast cancer subtypes (Luminal subtype: MCF-7, MDA-MB-415, ZR-75-1; Her2 positive:SK-BR-3, HCC1954; TNBC : MDA-MB-453, MDA-MB-231, BT-549, Hs-578T, HCC1937. All the cell lines were derived from the Cell Bank of Shanghai Academy of Chinese Sciences. MCF-10A cells were maintained in DMEM/F-12 supplemented with 5% horse serum, hrEGF (20 ng/ml), hydrocortisone (0.5 μg/ml), cholera toxin (100 ng/ml), and insulin (10 μg/ml). RPMI-1640 supplemented with 10% fetal bovine serum was used for cell culture at 37°C in 5% CO2. Once the cells had reached 80–90% confluency, they were digested with Trypsin-EDTA, centrifuged for five minutes at 500g, resuspended, and counted using a haemocytometer (Thermo Fisher Scientific, MA, USA). Then the cells were cultured in a culture dish of 60 x 15 mm or seeded in 96 well plate for further research.

### Immunohistochemistry of tissue microarrays

The tissue microarrays were stained with the IHC kit (KIT-9710, Maixin, China). We baked the microarrays for an hour at 60°C, dewaxed them in xylene, and rehydrated them in decreasing amounts of ethanol in accordance with manufacturer’s instructions. After treated with endogenous enzymes blocking reagents and nonspecific blocking reagents, the slices were incubated with PUS1 antibody diluted 1:4000 (ab203010, Abcam) overnight. The next day, the pathological slice was sequentially incubated with donkey anti-mouse/rabbit secondary antibodies and Streptomyces anti-biotin protein-peroxidase for 10 minutes. Chromogenic detection was accomplished using the DAB Detection Kit (DAB-2031, Maixin, China) and the section was counterstained with hematoxylin. Finally, the tissue microarrays (TMA) were dehydrated using a gradient concentration of ethanol and xylene. and sealed with neutral resin. Two independent pathologists examined the immunohistochemistry staining and had no prior knowledge of the patient’s characteristics. The intensity of PUS1 staining was evaluated on three levels (negative = 0; weak = 1; medium = 2; strong = 3) and four categories were established for the percentage of tumor cells that were positive: 0, <5% positive tumor cells; 1, 5–25% positive tumor cells; 2, 26–50% positive tumor cells; 3, between 51–75% positive tumor cells; 4, > 75% positive tumor cells.

### Western blot assay

Protein extracts from tissues and cells were obtained by adding RIPA lysis buffer containing PMSF, protease inhibitors, and phosphatase inhibitors. Using a BCA Protein Assay Kit (Beyotime, China), the protein concentration was determined. We electrophoresed 20ug protein per lane using 10% SDS-PAGE and transferred it to PVDF membranes (Millipore, 0.45um) at 110V for 60 minutes. Afterward, the gel was transferred to PVDF membranes (Millipore, 0.45um) at 200mA for 60 minutes. In 15 minutes, the membranes were blocked with QuickBlockTM Western blocking solution (Beyotime, China) at room temperature and subsequently incubated overnight at 4 degrees Celsius with rabbit anti-PUS1 diluted 1:1000 (ab203010, Abcam) and mouse anti-GAPDH diluted 1:10000 (10494-1-AP, Proteintech). Incubation with secondary antibodies was carried out for 1 hour following three TBST washes at room temperature. The membranes were then washed three additional times with TBST and incubated with enhanced chemiluminescence (ECL) Plus (Yeasen Biotechnology, China), which was imaged using a Bio-Rad ChemDoc XRS (Bio-Rad, USA). The densities of the blots were measured using ImageJ.

### Short hairpin RNA vectors and stable knockdown of PUS1 in breast cancer cells

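The gene PUS1 (ENSG00000177192) lies on the plus strand of chromosome 12 of GRCh38, from 131929200 to 131945896, and GENCODE release 29 lists 11 transcripts for it. Supplementary Table 2 gives a target of 21 nt for each of 3 hairpins, shPUS#1, shPUS#2 and shPUS#3. The target of shPUS#1, TGTCGGGTCCTCACAATTCAA, lies from 131932180 to 131932200 and is present in 10 of the 11 transcripts. The target of shPUS#2, GCACTTCGAGAAGTACAACCA, lies from 131941761 to 131941781 and is present in 5 of the transcripts. The target of shPUS#3, GCACGCACAACTTCCACAATT, lies from 131941469 to 131941489 and is present in the same number of transcripts. In the transcript PUS1-202 the targets fall in exons 3, 5 and 5 of 6, each within a single exon. They lie in the coding sequence of every protein-coding transcript that holds them. The guide strands that pair with the targets are TTGAATTGTGAGGACCCGACA, TGGTTGTACTTCTCGAAGTGC and AATTGTGGAAGTTGTGCGTGC. None of the targets is present in full in an annotated transcript of another gene. The paper's text does not name the hairpin carried by the sequenced cells.

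**Figure D1:**
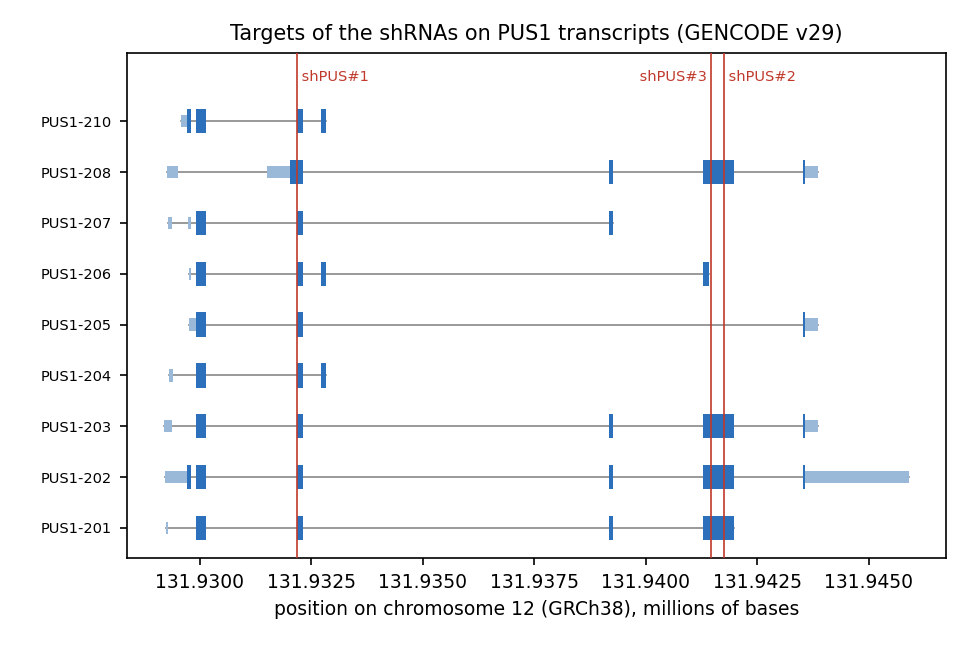
Protein-coding transcripts of PUS1 along chromosome 12 (GRCh38), with coding exons as dark boxes, untranslated exons as pale boxes and the hairpin targets as vertical lines. The line of shPUS#1 crosses an exon of every transcript drawn, while those of shPUS#2 and shPUS#3 cross an exon of some of them.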

A puromycin-resistant pLKO.1 vector was used to design the shRNA vectors targeting PUS1, and shRNA sequences are listed in **Supplementary Table 2**. In order to produce viral preparations, Lipofectamine was used to transfect lentiviral vectors and packaging plasmids (PsPAx and PMD2G) into 293T cells. The viral supernatants were collected 48 to 72 hours after transfection and added to breast cancer cells treated with polybrene at 0.01 mg/ml. Following puromycin selection at a dose of 2 ug/mL for seven days, the cells were maintained with puromycin and then prepared for the next stage of identification by western blot assay.

### RNA sequencing assay and data analysis

PUS1 knockdown and control groups were compared using RNA sequencing to find downstream genes that were differentially expressed. We extracted total RNA from shPUS1 knockdown and control groups of MDA-MB-231 cells using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. VAHTS mRNA‐seq V2 Library Prep Kit for Illumina (NR601, Vazyme) was used to construct the library. For the preparation of the following libraries, 1 ug of total RNA was used and isolation of poly(A) mRNA was performed using Oligo(dT) beads. Using divalent cations and high temperatures, mRNA fragmentation was achieved and the priming process was carried out using random primers. Two strands of cDNA were synthesized, one from the first strand and one from the second strand. As soon as the double-stranded cDNA was purified, adaptors were added to both ends after dA tailing and T-A ligation. DNA Clean Beads were then used to select the size of adaptor-ligated DNA. Amplification of each sample was then conducted using P5 and P7 primers, and the obtained products were validated by PCR. Following that, the Illumina Novaseq 6000 was used to analyze libraries with different indexes. Sequencing was done using 2x150 paired-end (PE) configuration in accordance with manufacturer’s instructions. The RNA sequencing assays were performed in triplicates. For data analysis, a reference genome sequence of human species and gene model annotation files were downloaded and indexed, and a transcript profiling analysis was performed using Hisat2 software for alignment to reference genomes. General feature format (GFF) annotation files are converted to fasta format for expression analysis. HTSeq (v0.6.1) calculated the gene and isoform expression levels based on the pair-end clean data and the reference gene file. To analyze differential expression, the DESeq2 Bioconductor package was used and a list of enriched genes with *p* value less than 0.05 was identified using “ClusterProfiler”.

### Cell vialibity and colony formation assay

Using a 96-well plate, 3,000 cells were plated per well in triplicate and viability was measured after 0, 24h, 48h, 72h, 96h. The results were examined by adding 100ul of fresh RPM1640 containing 10ul of CCK-8 assay solution to each well. A plate reader was used to measure 450 nm absorbance. An assay for colony formation was conducted by plating 2000 cells in a 6 cm dish and culturing them for 10 days. Following a PBS wash of the dishes, fixations were conducted in 4% paraformaldehyde for 15 minutes, followed by 30 minutes of Chrystal Violet staining. The colonies were examined under a microscope to determine if they had at least 50 cells.

### Transwell invasion assay

We conducted an invasion assay by adding 1:10 diluted matrix gel to serum-free RPM1640 medium and incubating transwell inserts for 24 hours at 37°C. Following that, the insert with matrix gel on the bottom was placed in a well of a 24 well plate, A suspension of 8x10^5^ cells in 200ul serum-free medium was plated into the inserts (6.5mm Diameter, 8.0 μm pore size, NEST 725301, China), which were then placed in a well containing 700ul complete medium. After 24 hours, cells in the upper chambers were removed. For staining, 4% paraformaldehyde was applied to the undersurface cells for 20 minutes, followed by 15 minutes of 0.1% crystal violet. Under a microscope, five randomly selected areas were counted

### Statistical analysis

An analysis and mapping of the data was performed using GraphPad Prism 8.0 (USA, San Diego). Comparing the means of two groups was done using *t*-tests, and a chi-square test was used to determine the relationship between PUS1 expression and clinical parameters. By using Kaplan-Meier analysis, we compared the overall survival rate and the relapse free survival rate and a univariate and multivariate survival analysis was run using R packages “survival” and “survminer”. Significant results were determined by a *P* value of 0.05.

## Results

### Breast cancer tissues showed high PUS1 mRNA and protein expression as compared to normal tissues.

To validate the family members of pseudouridylate synthases in BRCA, we first analyzed their mRNA levels in five GEO breast cancer datasets and TCGA-BRCA cohort based on 1097 breast cancer samples and 113 normal breast tissues. As shown in **Figures 1A, B** and **Supplementary Figure 1**, all selected datasets indicated higher levels of PUS1, PUS7, TruB pseudouridine synthase family member 2 (TRUB2), and DKC1 in tumors compared with normal tissues. Then we analyzed their protein levels in breast cancer by querying the proteomic expression profiles from CPTAC, as shown in **Figure 1C**, the medians of PUS1and DKC1 were significantly higher in primary tumors than those in normal tissues(PUS1, *P <*0.0001; DKC1, *P <*0.0001) while PUS7 and TRUB2 showed the contradictive trends with their mRNA expressions in BRCA. It is worth noting that DKC1 is also a telomerase which is difficult to be a therapeutic target due to the undesirable cytotoxic effects on stem cells (12, 13). Considering the wide range of RNA targets modified by PUS1 and the direct modification pattern carried out by this member, we choose PUS1 for further investigation (4). Further western blot assays were carried out on paired breast tumors and adjacent normal tissues, and **Figure 1D** shows that most breast tumors exhibited higher expression of PUS1 than normal tissues in accordance with proteomics results.

**Figure 1:**
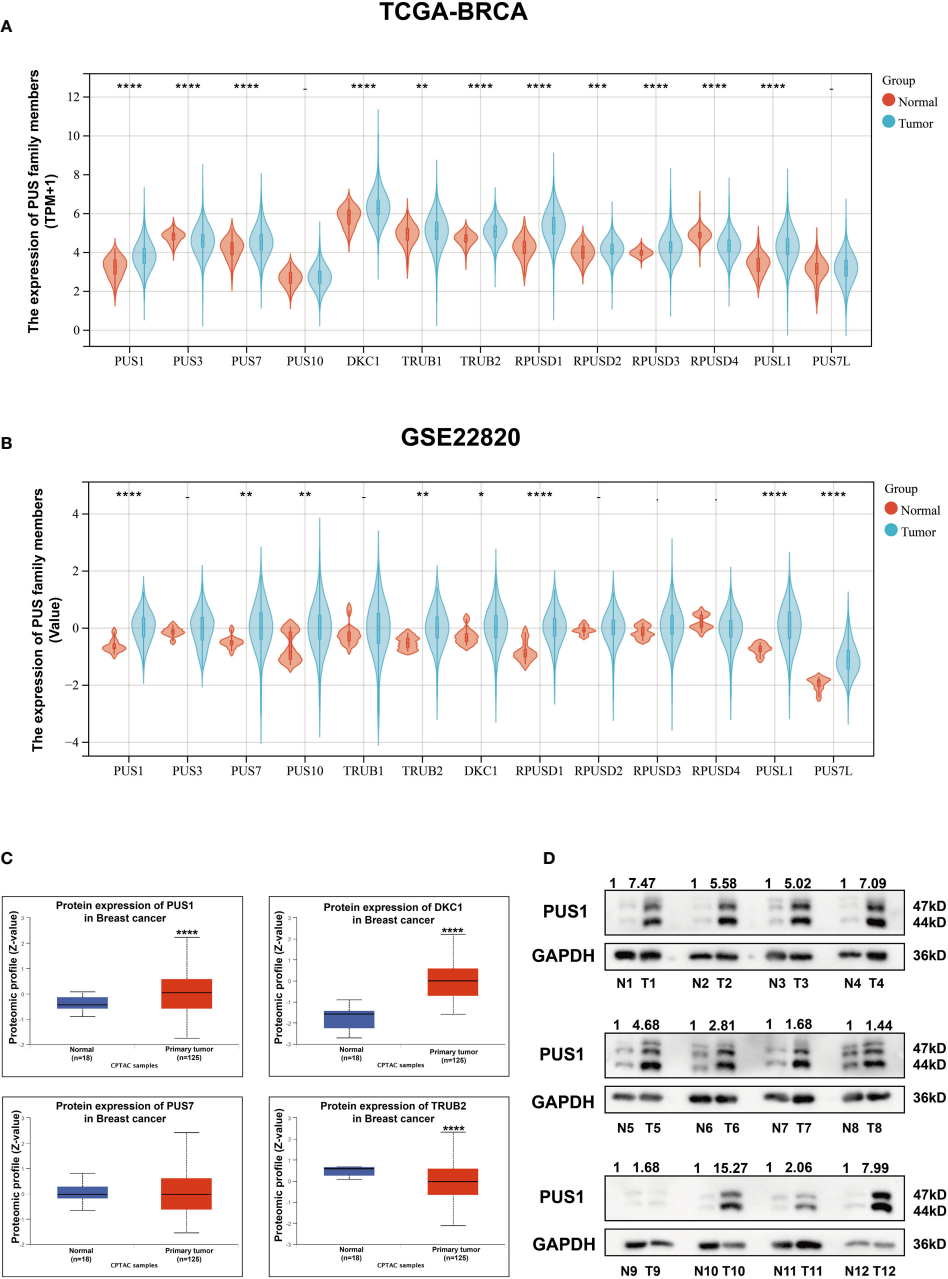
There was higher expression of PUS1 mRNA and protein in breast cancer tissues than in normal tissues. **(A, B)**; The mRNA expression values for individual members of the pseudouridylate synthase family in TCGA and GEO22820 datasets are plotted in violins. Red violins represent normal tissues and green violins tumor tissues.; **(C)** The proteomic results of the four pseudouridylate synthases are displayed as z-values based on the CPTAC breast cancer dataset generated by UALCAN database. Blue, normal tissue. Red, primary tumors. The median Z values of PUS1 and DKC1 in primary tumors were substantially greater than those in normal tissues while the median of TRUB2 was lower in tumor tissues than in healthy tissues. No significant difference of PUS7 was observed between the tumor and normal groups. **(D)** The protein expression of PUS1 in 12 paired breast cancer tissues and normal tissues validated by western blotting assay. The relative intensity of bands was first measured and qualified by ImageJ, and then normalized to GAPDH. Detection of PUS1 revealed two bands with approximately molecular masses of 44 and 47 kDa and most tumor tissues showed higher levels of PUS1 than their corresponding normal tissues. *, *P* value < 0.05; **, *P* value < 0.01; *** or more, *P* value < 0.001.

### PUS1 positively correlated with TNBC and tumor grade status, and had a predictive value for poor prognosis

In order to determine the clinical significance of aberrant PUS1 expression in breast cancer, we evaluated PUS1 expression by immunohistochemistry in tissue microarrays from 131 patients. According to **Figure 2A**, tumor cells expressed PUS1 primarily in the nucleus and plasm. We calculated the IHC score for each specimen and divided the patients into high PUS1(N=35) and low PUS1 subgroup(N=96). As shown in **Table 1**, a positive correlation was found between the PUS1 expression TNBC status (*P*= 0.020) and tumor grade (*P <*0.0001), but not with age (*P*= 0.736), tumor size (*P*= 0.608), lymph node (*P*= 0.742), ER (*P*= 0.162), PR (*P*= 0.901), HER (*P*= 0.608) or tumor stage (*P*= 0.411). As compared to those with low PUS1 levels, patients with high PUS1 levels had shorter overall survival (HR=5.300, *P* =0.0001) and relapse-free survival (HR= 2.407, *P* =0.0093) (**Figure 2B**). For a deeper exploration of PUS1’s predictive role in breast cancer, we conducted univariate and multivariate analyses on our cohort, and found the overall survival of patients was independently influenced by the PUS1 score (Univariate Cox *P <*0.0001, HR=5.176, 95% CI =2.420-11.07; Multivariate Cox *P* = 0.001, HR = 5.291, 95% CI =1.893-14.78) (**Table 2**). By analyzing three public datasets, we further validate our conclusions concerning the aberrant PUS1 mRNA level and patient survival. Accordingly, high PUS1 mRNA levels predict poor overall survival and relapse-free survival in METERBRIC (HR=1.264, P <0.0001; HR=1.381, P <0.0001) and GSE1456 datasets (HR=4.295, *P <*0.0001; HR=3.566, *P <*0.0001) as well as adverse disease specific survival in GSE3494 dataset (HR=3.144, *P <*0.0001), showing that PUS1 is an unfavorable biomarker for breast cancer (**Figures 2C–E**).

**Figure 2:**
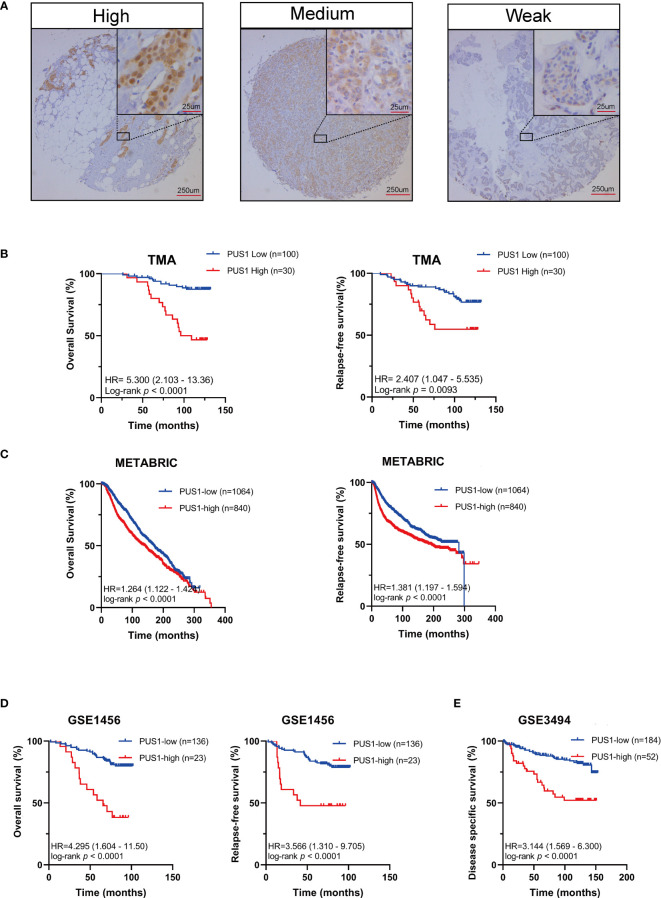
UP-regulation of PUS1 correlated with poor prognosis for patients with breast cancer **(A)** Representative immunohistochemical staining of PUS1 in breast cancer TMA. Brown staining in the nucleus or plasma indicates positive staining. **(B)** Kaplan–Meier curves analysis of the protein level of PUS1 and the survival of breast cancer patients from the TMA cohort. Red, PUS1 high expression group. Blue, PUS1 low expression group. High PUS1 protein levels were linked to the patients’ poor overall survival and relapse-free survival. **(C, D)** The correlation between mRNA expression level of PUS1 and overall survival as well as relapse-free survival in the METABRIC and GSE1456 datasets. At the mRNA level, high PUS1 expression in both cohorts predicted patients’ adverse outcomes. **(E)** Kaplan–Meier curves showing the disease-specific survival stratified by PUS1 mRNA expressions in the GSE3494 dataset. TMA, tissue microarray.

**Table 1:** Clinicopathological associations of PUS1 IHC score.

Variables		PUS1 Score		x^2^	*P* value
	N	high	low		
**Patient age**					
**≤50**	48	12 (34.29%)	36 (37.50%)	0.1141, 1	0.736
**>50**	83	23 (65.71%)	60 (62.50%)		
**Tumour size**					
**≤2 cm**	61	15 (42.86%)	46 (47.92%)	0.2639, 1	0.608
**>2 cm**	70	20 (57.14%)	50 (52.80%)		
**lymph nodal status**					
**negative**	68	19 (54.29%)	49 (51.04%)	0.1081, 1	0.742
**positive**	63	16 (45.71%)	47 (48.96%)		
**ER status**					
**positive**	88	21 (60%)	67 (72.83%)	1.960, 1	0.162
**negative**	39	14 (40%)	25 (27.17%)		
**Missing**	4				
**PR status**					
**positive**	56	15 (42.86%)	41 (44.09%)	0.01560, 1	0.901
**negative**	72	20 (57.14%)	52 (55.91%)		
**Missing**	3				
**Her2 status**					
**positive**	23	5 (15.15%)	18 (19.15%)	0.2632, 1	0.608
**negative**	104	28 (84.85%)	76 (80.85%)		
**Missing**	4				
**TNBC status**					
**non TNBC**	96	20 (60.61%)	76 (80.85%)	5.426, 1	**0.020**
**TNBC**	31	13 (39.39%)	18 (19.15%)		
**Missing**	4				
**tumor stage**					
**I−II**	86	21 (60%)	65 (67.71%)	0.6758, 1	0.411
**III**	45	14 (40%)	31 (32.29%)		
**tumor grade**					
**II**	110	21 (60%)	89 (92.71%)	20.39, 1	**<0.0001**
**III**	21	14 (40%)	7 (7.29%)		

The P value in bold indicates that the P value is statistically significant (P value < 0.05).

IHC, immunohistochemistry; ER, oestrogen-receptor; PR, progestin receptors; Her2, human epidermal growth factor receptor 2; TNBC, triple negative breast cancer.

**Table 2:** Univariate and multivariate cox regression analysis of prognostic factors in breast cancer patients.

Variables	OS Univariate		OS Multivariate		RFS Univariate		RFS Multivariate	
	HR (95%CI)	*P* value	HR (95%CI)	*P* value	HR (95%CI)	p value	HR (95%CI)	*p* value
**PUS1 score**	5.176 (2.420-11.070)	**<0.0001**	5.291(1.893-14.780)	**0.001**	2.299 (1.165-4.537)	**0.016**	1.097 (0.436-2.756)	0.843
**Age**	2.435 (0.925-6.407)	0.071	4.777 (1.633-13.96)	**0.004**	1.282 (0.616-2.671)	0.506	1.728 (0.791-3.772)	0.17
**Tumor size (≤2cm vs>2cm)**	1.354 (0.634-2.892)	0.433	1.359 (0.575-3.209)	0.483	1.184 (0.606-2.314)	0.62	0.672 (0.310-1.459)	0.316
**Grade (IIvsIII)**	2.820 (1.275-6.238)	**0.01**	1.535 (0.520-4.530)	0.438	2.527 (1.211-5.272)	**0.013**	3.237 (1.290-8.119)	**0.012**
**N (N0 vsN1-3)**	2.434 (1.101-5.382)	**0.028**	3.791 (0.840-17.10)	0.083	2.726 (1.334-5.570)	**0.006**	0.479 (0.058-3.922)	0.493
**Stage (T1-2 vs T3)**	2.809 (1.328-5.942)	**0.007**	1.001 (0.259-3.866)	0.998	4.592 (2.280-9.248)	**<0.0001**	9.746 (1.273-74.57)	**0.028**
**Her2 status (negative vs positive)**	1.236 (0.498-3.062)	0.647	1.410 (0.406-4.897)	0.589	1.352 (0.612-2.987)	0.455	1.431 (0.495-4.135)	0.508
**ER status (negative vs positive)**	0.268 (0.125-0.572)	**0.001**	0.266 (0.071-0.995)	**0.049**	0.363 (0.187-0.705)	**0.003**	0.300 (0.088-1.021)	0.054
**PR status (negative vs positive)**	0.695 (0.328-1.469)	0.341	0.856 (0.354-2.073)	0.732	1.124 (0.578-2.187)	0.729	1.864 (0.823-4.218)	0.135
**TNBC (nonTNB vs TNBC)**	3.170 (1.489-6.747)	**0.003**	1.126 (0.251-5.050)	0.876	2.273 (1.137-4.543)	**0.02**	1.038 (0.270-3.984)	0.956

The P value in bold indicates that the P value is statistically significant (P value < 0.05). IHC, immunohistochemistry; ER, oestrogen-receptor; PR, progestin receptors; Her2, human epidermal growth factor receptor 2; TNBC, triple negative breast cancer; OS, overall survival; RFS, Relapse-free survival. HR, hazard ratio. CI, confidence interval.

### PUS1 might involve in tumor progression by influencing a series of cancer related biological processes and pathways

Our first step in analyzing PUS1’s phenotypic impact on breast cancer is to assess the relative protein level of PUS1 in breast cancer cells. According to **Figure 3A**, MDA-MB-231 BT-549 and HCC1937 cells expressed relatively higher levels of PUS1 than other breast cancer cells as well as normal mammary epithelial cell line. Then by transfecting MDA-MB-231 and BT-549 cells with lentiviral vectors, we achieved stable knockdown of PUS1, and PUS1 protein expression was remarkably decreased in shRNA-PUS1 group compared with shRNA-control group (**Figure 3B**). Subsequently, we performed RNA-seq analysis of PUS1 knockdown MDA-MB-231 cells and control groups. 

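Poly(A)-selected RNA from 3 shControl and 3 shPUS1 cultures of MDA-MB-231 cells, a triple-negative breast cancer cell line, was sequenced. The methods describe lentiviral vectors for hairpins against PUS1 and puromycin selection, and the paper's text does not say whether the replicates of an arm came from separate selections. The deposited table lists 60605 genes by Ensembl identifier and gives, for every library, read counts estimated by the authors without normalization and the FPKM made from them. Between 29.8% and 31.8% of the counts above 0 were not whole numbers. Each FPKM equalled the count per kilobase of the listed exonic length, scaled to the library's total, to within the rounding of 0.005. The library totals were 18233530, 18335152 and 17109464 counts for shPUS1 replicates 1, 2 and 3 (median 18233530). They were 15003203, 19625998 and 14241505 counts for shControl replicates 1, 2 and 3 (median 15003203). From there, the counts were rounded to whole numbers and filtered with edgeR's filterByExpr, which left 14748 genes that held 99.85% to 99.89% of each library's counts. Libraries were scaled by TMM factors of 0.973 to 1.032 and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the lines drawn in Fig. 3D. Log2 fold changes give shPUS1 relative to shControl. The biological coefficient of variation across the libraries was 0.22. Counts were simulated with each gene's dispersion as estimated from these libraries. In them the test recovered 154 of 200 genes changed by 1.5 on the log2 scale, with 8 false calls. The simulation drew genes independently and gave all 6 libraries the same dispersion, so no simulated library stood apart as shControl replicate 2 does below. Its recovery and false calls may therefore not hold for these data. Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to the library's total and TMM factor) was between 0.9872 and 0.9906 for pairs of shPUS1 libraries. It was 0.981 for shControl replicates 1 and 3, and 0.9505 and 0.9521 for shControl replicate 2 with replicates 1 and 3.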

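The PUS1 mRNA was measured at 5.80 ± 0.662 CPM (SD, n = 3) in shPUS1 and 18.0 ± 8.27 CPM (SD, n = 3) in shControl. These values rested on 91 to 118 counts per shPUS1 library and 178 to 524 counts per shControl library. The log2 fold change was -1.64 (standard error 0.32, adjusted p = 0.0462 from edgeR's quasi-likelihood test). Every shPUS1 library was below every shControl library (exact two-sided permutation test of the log2 values, p = 0.1, the smallest p that 3 libraries against 3 allow). Most of the spread in shControl came from replicate 2, at 27.5 CPM, where replicates 1 and 3 were at 14.5 and 12.1. Without shControl replicate 2 the log2 fold change was -1.20 and the adjusted p 0.00311. Leaving out shPUS1 replicate 1, 2 or 3 raised the adjusted p to 0.208, 0.253 and 0.192, with log2 fold changes of -1.74, -1.59 and -1.58. Leaving out shControl replicate 1 raised it to 0.0905, with a log2 fold change of -1.77, and leaving out shControl replicate 3 gave 0.0458 and -1.86. The alternative that moved the fold change most, limma on log2(FPKM + 1), gave -1.001 with an adjusted p of 0.0544. Over all alternatives the adjusted p ran from 0.00011 to 0.253.

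**Figure D2:**
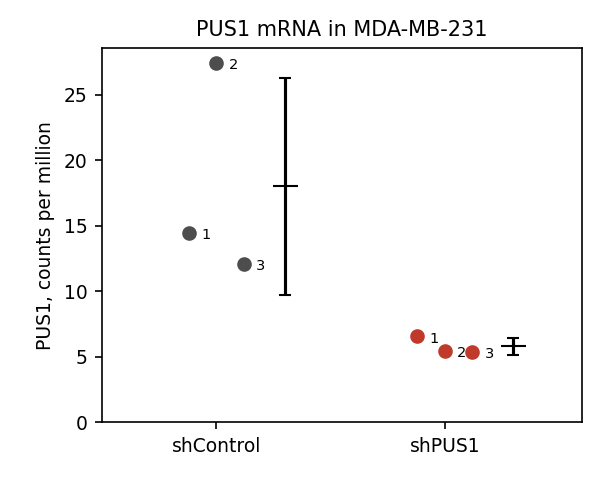
PUS1 mRNA in CPM in each of the 6 libraries of MDA-MB-231 cells, with replicate numbers beside the points and bars for the mean and SD of each group (n = 3). The shPUS1 libraries lie between 5.37 and 6.57 CPM, below all shControl libraries, of which replicate 2 is the highest at 27.5.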

The PUS1 knockdown group had 444 genes significantly down-regulated and 375 genes significantly up-regulated compared to the control group (**Figures 3C, D**). 

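With all 6 libraries, 131 genes were higher and 71 genes were lower in shPUS1 than in shControl, 1.37% of the genes tested. The median log2 fold change was 1.5 among the higher and -1.32 among the lower genes. The smallest adjusted p was 0.00562, and 3758 genes had an unadjusted p under 0.05. For all 202 differentially expressed genes the shPUS1 values did not overlap the shControl values. The same held for 5327 of the genes tested (36.1%), where chance gives 10%. Of the 202 genes, 174 were protein coding. The counts of differentially expressed genes changed when single libraries were left out. Without shPUS1 replicate 3 edgeR called 0 genes and 2581 genes had an unadjusted p under 0.05. Without shPUS1 replicate 1 there were 11 higher and 0 lower genes, with 2215 genes at an unadjusted p under 0.05. Without shPUS1 replicate 2 there were 6 higher and 0 lower genes, with 2112 at that level. Without shControl replicate 1 there were 11 higher and 0 lower genes, with 3750 at that level. No tool other than edgeR was run on fewer libraries. The smallest adjusted p of any gene was 0.0198, 0.0414 and 0.0521 without shPUS1 replicate 1, 2 and 3. It was 0.0183 without shControl replicate 1, against 0.00562 with all libraries. A lost call without these libraries therefore does not by itself show that the gene's fold change rested on the library left out. Without shControl replicate 2 there were 246 higher and 251 lower genes, among them 109 and 56 of those called with all libraries. Without shControl replicate 3 the counts were 165 and 71, among them 99 and 43 of those called with all libraries. DESeq2 on all 6 libraries called 256 higher and 243 lower genes, among them 125 and 69 of the same genes.

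**Figure D3:**
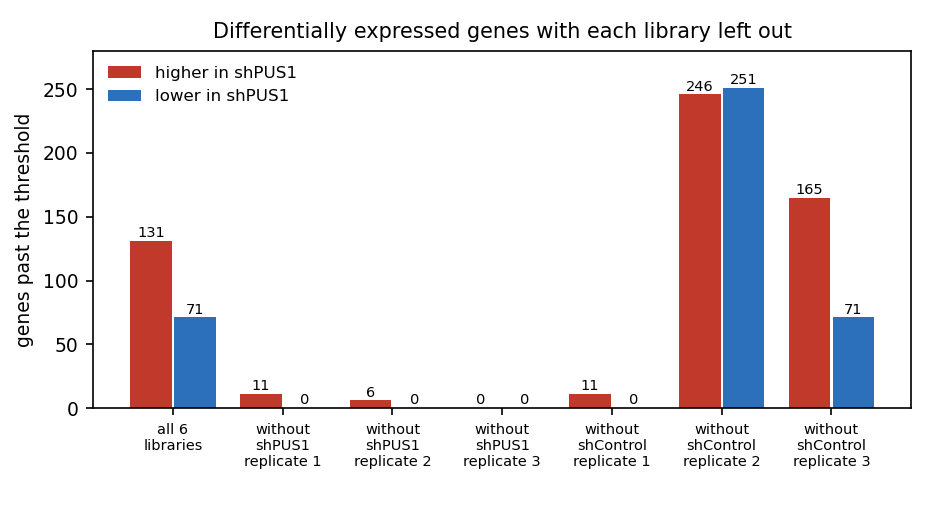
Number of differentially expressed genes, higher and lower in shPUS1, with all 6 libraries and with each library left out in turn (edgeR, adjusted p under 0.05 and absolute log2 fold change of at least 1). The bars fall to 0 without shPUS1 replicate 3 and rise to 246 and 251 without shControl replicate 2.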

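Unnamed loci, pseudogenes and genes that share at least 20% of their 100-base stretches with another gene were not considered for naming. Among the other genes higher in shPUS1, the largest rise was that of SLC6A12 (ENSG00000111181, chromosome 12, 190077 to 214570), which encodes a transporter of betaine. It had 553 counts in shPUS1 and 3 in shControl, a ratio of 170 after scaling (95% counting interval 57.8 to 827, adjusted p = 0.00642). LINC02694 (ENSG00000175779, chromosome 15, 38628005 to 39180499) had 78 counts in shPUS1 and 1 in shControl, a ratio of 71.9 (12.5 to 2876, adjusted p = 0.0229). These intervals are exact and cover counting error only. The protease gene PRSS35 (ENSG00000146250, chromosome 6, 83512534 to 83525704) was at 11.5 ± 2.73 CPM in shPUS1 and 0.396 ± 0.13 in shControl (SD, n = 3 each). Its log2 fold change was 4.86 (standard error 0.34, adjusted p = 0.00562 from edgeR). The alkaline phosphatase gene ALPP (ENSG00000163283, chromosome 2, 232378724 to 232382889) was at 10.8 ± 1.73 and 0.384 ± 0.251 CPM, a log2 fold change of 4.83 (standard error 0.42, adjusted p = 0.00642). Of its transcripts' stretches of 100 bases, 17.7% occur in other genes. LINC02474 (ENSG00000228437, chromosome 1, 221966341 to 221984964) had a log2 fold change of 4.95 and an adjusted p of 0.00756. CALB1 (ENSG00000104327, chromosome 8, 90058608 to 90095475), which encodes calbindin, had 4.08 and 0.0385. Of these 6 genes, 4, 2 and 0 remained past the threshold without shPUS1 replicate 1, 2 and 3, with adjusted p of up to 0.171, 0.222 and 0.18. Without shControl replicate 1, 3 remained (adjusted p of up to 0.0905), without replicate 2 all 6 (up to 0.00408) and without replicate 3, 5 (up to 0.05).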

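Among the genes lower in shPUS1, with the same kinds of genes not considered, the largest fall was that of ANGPTL4 (ENSG00000167772, chromosome 19, 8363289 to 8374370), which encodes angiopoietin-like 4. It was at 1.19 ± 0.326 CPM in shPUS1 and 8.36 ± 2.62 in shControl (SD, n = 3 each), a log2 fold change of -2.81 (standard error 0.35, adjusted p = 0.0215 from edgeR). DMBT1 (ENSG00000187908, chromosome 10, 122560665 to 122643736) was at 11.85 ± 2.31 and 47.9 ± 20.7 CPM. Its log2 fold change was -2.01 (standard error 0.34, adjusted p = 0.0371). The phosphodiesterase gene PDE4B (ENSG00000184588, chromosome 1, 65792514 to 66374579) was at 1.72 ± 0.205 and 6.53 ± 1.91 CPM, with -1.92 (standard error 0.3, adjusted p = 0.0336). CCDC74A (ENSG00000163040, chromosome 2, 131527675 to 131533666) had a log2 fold change of -2.07 and an adjusted p of 0.0336, and 14.7% of its 100-base stretches occur in CCDC74B. The noncoding genes RENO1 (ENSG00000287431, chromosome 17, 81339183 to 81345966) and ADGRD1-AS1 (ENSG00000256151, chromosome 12, 130990138 to 130993976) had log2 fold changes of -2.45 and -2.12, with adjusted p of 0.0463 and 0.046. RENO1 had 2 to 5 counts per shPUS1 library and is absent from GENCODE release 29, so its shared stretches are unknown. ADGRD1-AS1 overlaps ADGRD1 on the opposite strand, and the strandedness of the libraries is not stated. None of these 6 genes remained past the threshold without shPUS1 replicate 1, 2 or 3 (adjusted p of up to 0.232, 0.253 and 0.196) or without shControl replicate 1 (up to 0.106). All 6 remained without shControl replicate 2 (up to 0.0168), and 4 without shControl replicate 3 (up to 0.062).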

A Gene Ontology (GO) analysis was conducted to investigate the functions of downstream genes of PUS1 and the biological processes related to a series of cancer related signature such as cell proliferation and cell migration (**Figure 3E**). 

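The deposited table lists the GO terms of each gene. Each of 5274 GO terms with at least 5 tested genes was tested for over-representation among the differentially expressed genes with a one-sided Fisher's exact test, against the tested genes with a term of that kind, and 22 had an adjusted p under 0.05. The term cell migration held 183 of 11470 tested genes and 8 of the 156 differentially expressed genes with a biological process term, where 2.49 were expected (exact p = 0.00352, adjusted p = 0.314). All 8 were higher in shPUS1, and among the higher genes alone the term had an adjusted p of 0.063 (exact p = 0.000287). The term negative regulation of cell proliferation held 6, where 3.63 were expected (exact p = 0.157, adjusted p = 1). The term cell proliferation held 1, where 2.62 were expected (exact p = 0.93, adjusted p = 1). None of the 3 terms passed an adjusted p of 0.05 under any alternative tried, where the adjusted p of cell migration with both directions together lay between 0.17 and 1. The smallest adjusted p, 0.00147, was that of alcohol dehydrogenase (NADP+) activity, with 4 of 7 genes, and of 3 further terms. Another term drawn in Fig. 3E, steroid dehydrogenase activity, held 3 of 5 genes (adjusted p = 0.0116). The figure's terms cellular response to jasmonic acid stimulus and phenanthrene 9,10-monooxygenase activity each held 3 of 3 tested genes, too few for the family of terms adjusted together. In all of these small terms at least 3 of the genes were AKR1C1, AKR1C2 and AKR1C3. Some of the 22 terms held no AKR1C gene. Among them, extracellular matrix held 8 genes where 1.44 were expected, and plasma membrane 53 where 32.4 were expected (adjusted p = 0.0268 each). Interleukin-1 beta secretion and long-term memory were others (adjusted p = 0.0185 each). Counting the AKR1C genes as 1 gene left 0 GO terms at an adjusted p under 0.05 in Fisher's exact test and 140 at an unadjusted p under 0.05. The terms without an AKR1C gene had exact p of 4.79e-05 to 9.65e-05 with all genes counted. They passed the adjustment only alongside the smaller p of the AKR1C terms, so they are not hits independent of that family. The calls with a replicate block also left 0 GO terms, with 104 at an unadjusted p under 0.05. The genes that DESeq2 called, tested the same way after the data had been seen, gave 7 GO terms. From the GO terms of Fig. 3E, the paper states that the genes downstream of PUS1 relate to cell proliferation and cell migration.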

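The AKR1C genes encode aldo-keto reductases and lie side by side on chromosome 10. AKR1C1 (ENSG00000187134, 4963253 to 4983283) was at 26.1 ± 4.75 CPM in shPUS1 and 2.29 ± 1.87 in shControl (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.52, adjusted p = 0.0314 from edgeR). AKR1C2 (ENSG00000151632, 4987400 to 5018031) was at 3.73 ± 1.43 and 0.36 ± 0.312 CPM. Its log2 fold change was 3.38 (standard error 0.59, adjusted p = 0.0395). AKR1C3 (ENSG00000196139, 5035354 to 5107686) was at 130.5 ± 10.8 and 30.5 ± 14.2 CPM, with a log2 fold change of 2.10 (standard error 0.33, adjusted p = 0.0324). AKR1C4 had too few counts to be tested. Of the 100-base stretches of AKR1C1 and AKR1C2, 16.7% and 23.1% occur in another gene, most of them in each other. The sum over the AKR1C genes, which such sharing cannot change, had a log2 fold change of 2.28 (adjusted p = 0.0319). Without shPUS1 replicate 1, 2 or 3 none of the 3 genes remained past the threshold, with adjusted p of up to 0.16, 0.227 and 0.18. AKR1C1 alone remained without shControl replicate 1 (adjusted p = 0.0258) and without shControl replicate 3 (adjusted p = 0.0498), and all remained without shControl replicate 2 (up to 0.0093).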

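The 4 genes with the smallest adjusted p in the term cell migration were S1PR1, BAMBI, SH3KBP1 and ADAMTS12. S1PR1 (ENSG00000170989, chromosome 1, 101236865 to 101243713), a receptor for sphingosine 1-phosphate, was at 20.8 ± 1.44 CPM in shPUS1 and 8.44 ± 0.456 in shControl (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.16, adjusted p = 0.0214 from edgeR). BAMBI (ENSG00000095739, chromosome 10, 28677510 to 28682932) had a log2 fold change of 1.42 (adjusted p = 0.0241). SH3KBP1 (ENSG00000147010, chromosome X, 19533977 to 19887600) had 1.23 and ADAMTS12 (ENSG00000151388, chromosome 5, 33523535 to 33892019) had 1.08, both with an adjusted p of 0.0248. In the term negative regulation of cell proliferation they were PTHLH, RARB, ADAMTS1 and RASSF5, all higher in shPUS1. The retinoic acid receptor gene RARB (ENSG00000077092, chromosome 3, 25174332 to 25597932) was at 27.0 ± 4.34 and 3.09 ± 1.87 CPM, a log2 fold change of 3.15 (standard error 0.47, adjusted p = 0.0319). PTHLH (ENSG00000087494, chromosome 12, 27958084 to 27972733) had a log2 fold change of 2.57 (adjusted p = 0.0215). ADAMTS1 (ENSG00000154734, chromosome 21, 26835755 to 26845409) had 1.18 (adjusted p = 0.0409), and RASSF5 (ENSG00000266094, chromosome 1, 206507531 to 206589448), which overlaps EIF2D on the opposite strand, had 1.42 (adjusted p = 0.044). The gene in the term cell proliferation was NOX5 (ENSG00000255346, chromosome 15, 68930525 to 69062762), with a log2 fold change of -1.70 (standard error 0.34, adjusted p = 0.0471). None of the 9 genes remained past the threshold without shPUS1 replicate 1, 2 or 3 or shControl replicate 1, with adjusted p of up to 0.205, 0.253, 0.189 and 0.0905. With any library left out, the log2 fold change lay between 1.25 and 1.35 for S1PR1 and between 0.973 and 1.18 for ADAMTS12. That of RARB lay between 2.69 and 3.5, and that of NOX5 between -1.97 and -1.49. Without shControl replicate 3, ADAMTS1 (adjusted p = 0.0576) and NOX5 (adjusted p = 0.063) were lost, and without shControl replicate 2 all were kept.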

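The pathway annotation of the deposited table assigned at least 5 tested genes to each of 366 pathways. Against the 7508 tested genes with a pathway, of which 106 were differentially expressed, the one-sided Fisher's exact test gave 0 pathways at an adjusted p under 0.05 and 13 at an unadjusted p under 0.05. At an adjusted p under 0.05 there were 2 pathways with the calls of a replicate block and 3 with no filter on low counts. Of the calls tested after the data had been seen, those at an unadjusted p with the fold threshold gave 1, and those of DESeq2 gave 0, with 21 at an unadjusted p under 0.05. The term Mitophagy - animal held 12 of the 106 genes, where 12.7 were expected (exact p = 0.626, adjusted p = 1). The PI3K-Akt signaling pathway held 6, where 4.11 were expected (exact p = 0.228, adjusted p = 1). Cytokine-cytokine receptor interaction held 3, where 2.05 were expected (exact p = 0.336), the Rap1 signaling pathway 3, where 2.39 were expected (exact p = 0.428), and Focal adhesion 3, where 3.13 were expected (exact p = 0.612), each with an adjusted p of 1. Under every alternative tried these adjusted p stayed above the threshold, the smallest being 0.0789 for Cytokine-cytokine receptor interaction without shControl replicate 2. The table assigned Mitophagy - animal to 1208 genes, 859 of them only through the orthology number that it also gives to the autophagy gene AMBRA1. Without the genes assigned in that way, the term held 4 of 98 differentially expressed genes, where 3.27 were expected (exact p = 0.414). These genes, AHI1, IL31RA, PLEKHM1 and TM4SF19, all share 1 other orthology number. Whether that number was rightly given to them was not tested, so what the result says about mitophagy stays open.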

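In the term Mitophagy - animal, the genes with the smallest adjusted p were IL31RA, TSNAX, C2CD3 and ARID3B, each with an adjusted p of 0.0248 from edgeR. IL31RA (ENSG00000164509, chromosome 5, 55851357 to 55922854) had a log2 fold change of 1.23 and C2CD3 (ENSG00000168014, chromosome 11, 74012718 to 74171210) one of 1.30. ARID3B (ENSG00000179361, chromosome 15, 74541206 to 74598131) had 1.84, and TSNAX (ENSG00000116918, chromosome 1, 231528541 to 231566524), which shares 8.8% of its 100-base stretches with another gene, had -1.09. TSNAX, C2CD3 and ARID3B carry the term only through the number of AMBRA1. In the PI3K-Akt signaling pathway, the reelin gene RELN (ENSG00000189056, chromosome 7, 103471381 to 103989658) was at 24.5 ± 6.11 CPM in shPUS1 and 1.88 ± 1.22 in shControl (SD, n = 3 each). Its log2 fold change was 3.73 (standard error 0.45, adjusted p = 0.0215). TLR4 (ENSG00000136869, chromosome 9, 117704175 to 117724735) was at 1.56 ± 0.105 and 0.199 ± 0.0658 CPM, a log2 fold change of 2.90 (standard error 0.42, adjusted p = 0.0284). CSF3 (ENSG00000108342, chromosome 17, 40015361 to 40017813), a cytokine gene also in Cytokine-cytokine receptor interaction, was at 13.2 ± 1.19 and 28.8 ± 2.96 CPM, with -1.13 (standard error 0.15, adjusted p = 0.0248). The other named cytokine term gene, IL27RA (ENSG00000104998, chromosome 19, 14031762 to 14053218), had 1.07 (adjusted p = 0.0469). FPR1 (ENSG00000171051, chromosome 19, 51745172 to 51804110), in the Rap1 signaling pathway, had -1.68 (adjusted p = 0.0392), and ITGB8 (ENSG00000105855, chromosome 7, 20330702 to 20415754), in Focal adhesion, had 2.74 (adjusted p = 0.0371). None of these genes remained past the threshold without shPUS1 replicate 1, 2 or 3 or shControl replicate 1, with adjusted p of up to 0.232, 0.253, 0.189 and 0.0999. TSNAX and IL27RA fell short of the fold threshold without shControl replicate 2, at -0.97 and 0.90, and FPR1 had an adjusted p of 0.0528 without shControl replicate 3.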

We also performed KEGG pathway analysis and found the differentially expressed genes (DEGs) enriched in several cancer pathways such as Mitophagy, PI3K-Akt signaling pathway, Cytokine-cytokine receptor interaction, Rap1 signaling pathway, and focal adhesion, suggesting that a wide range of crucial cancer cell characteristics can be influenced by PUS1 through a complex regulatory network during tumor progression (**Figure 3F**).

**Figure 3:**
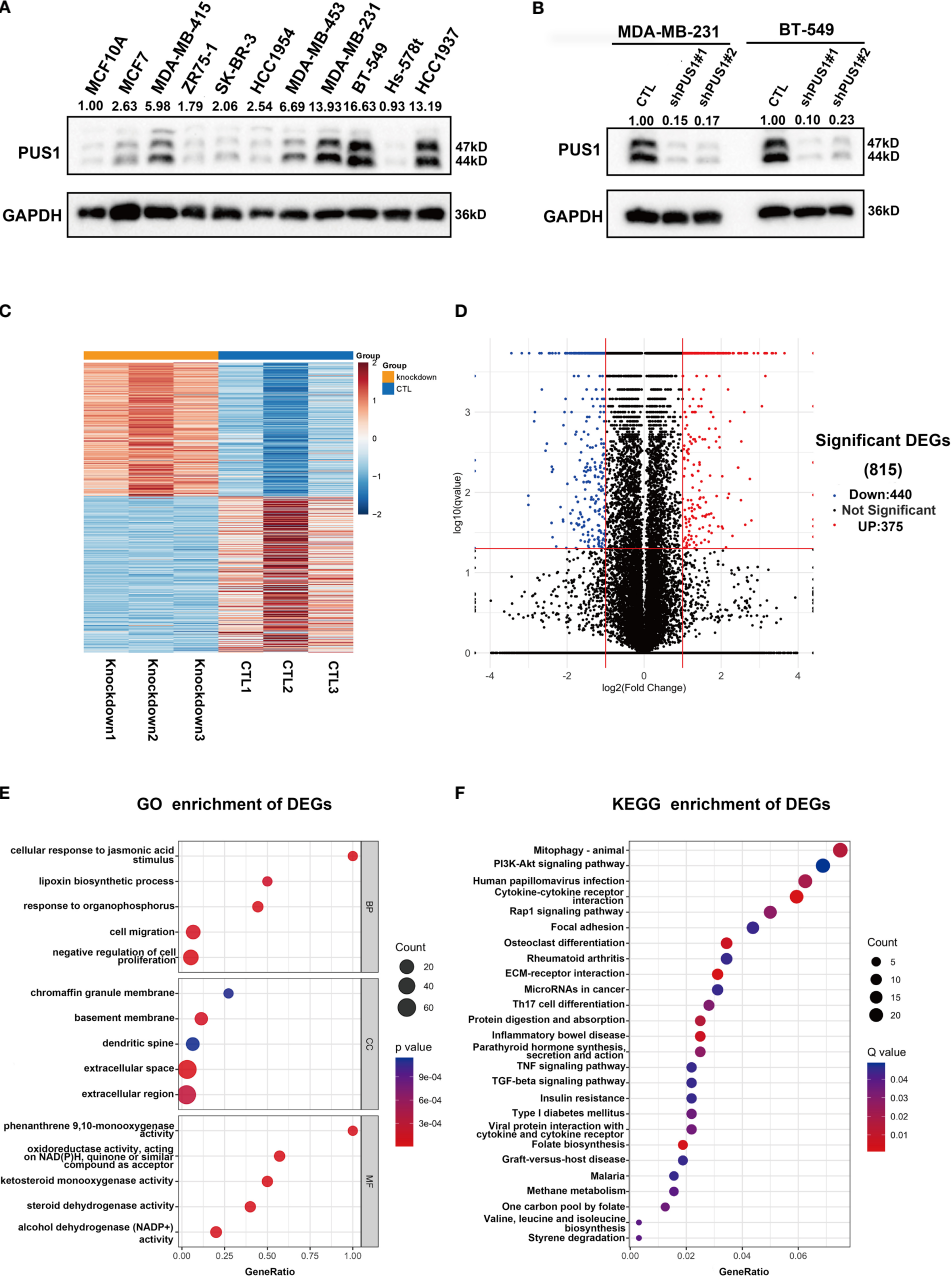
PUS1 might involve in tumor progression by influencing a series of cancer related biological process and pathways. **(A)** Relative protein level of PUS1 in normal mammary epithelial cell MCF10A and a series of breast cancer cell line validated by western blot assay. The breast cell lines representing the genomic features of the main breast cancer subtypes were selected, including luminal MCF-7, MDA-MB-415, ZR-75-1; Her2 positive, SK-BR-3, HCC1954 and triple negative subtype MDA-MB-453, MDA-MB-231, BT-549, Hs-578T, HCC1937. Three TNBC cell lines relative strongly expressed PUS1 including MDA-MB-231, BT-549 and HCC1937. **(B)** The stable silencing of PUS1 expression by lentivirus infection in MDA-MB-231 and BT-549 cells. Western blot analysis showed that the protein level of PUS1was remarkably knocked down in the shPUS1 groups compared with CTL groups. CTL, cells transfected with control shRNA lentivirus; shPUS1, cells transfected with PUS1 shRNA lentivirus. **(C, D)** The heatmap and volcano plot of DEGs between the PUS1 knockdown MDA-MB-231 cells and negative control group **(E, F)** The GO enrichment and KEGG enrichment Analysis of the DEGs between PUS1 knockdown high and low expression groups. DEGs, differentially expressed genes. GO, Gene ontology. KEGG, Kyoto Encyclopedia of Genes and Genomes.

### MDA-MB-231 and BT-549 cells exhibited decreased cell viability and colony formation when PUS1 was knocked down

The first step in examining the impact of PUS1 on the phenotype of cells was to compare the viability of cell cultures between shPUS1 and control groups. As determined by CCK-8 tests, MDA-MB-231 and BT-549 cells showed dramatic reductions of cell viability after PUS1 knockdown (**Figure 4A**). Then we tested whether PUS1 knockdown affected breast cancer cells’ long-term survival capacity, and the number of colonies formed by tumor cells was also significantly diminished at low PUS1 levels (**Figure 4B**). The results of our study confirmed that MDA-MB-231 and BT-549 cells are less proliferative and colony forming when PUS1 is downregulated.

**Figure 4:**
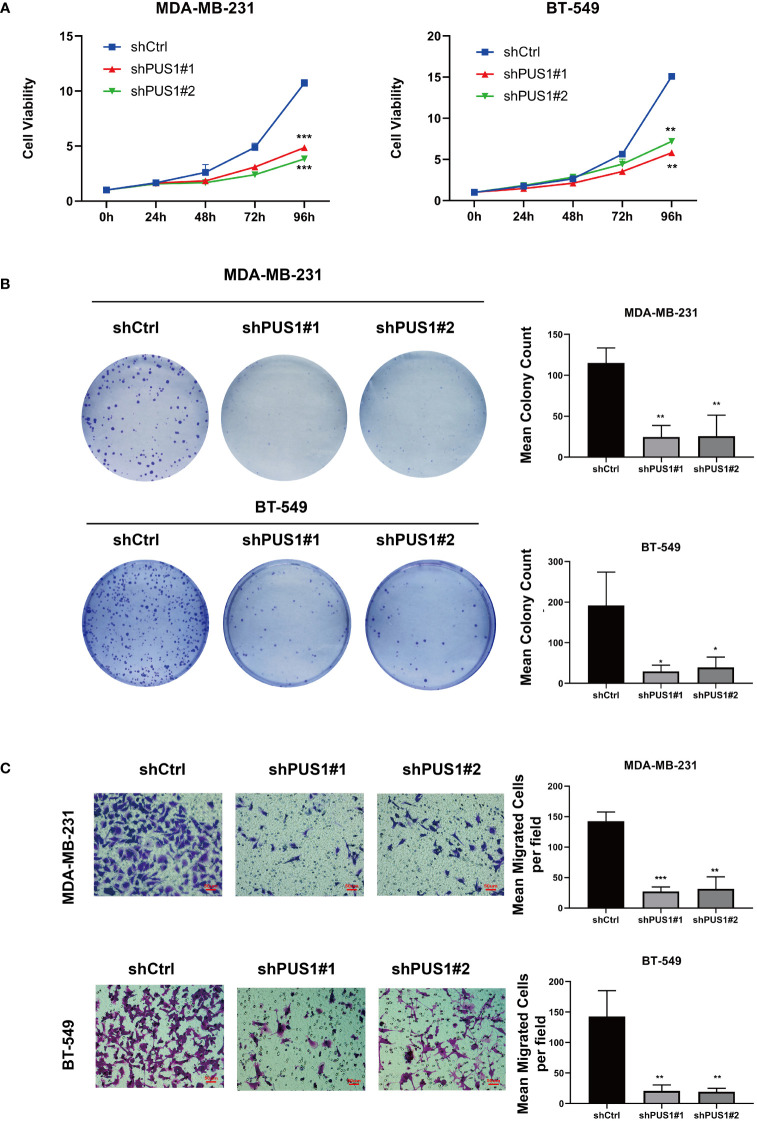
MDA-MB-231 and BT-549 cells that were knocked down for PUS1 showed decreased cell viability, colony formation, and invasion of tumor cells. **(A)** The cell viability of MDA-MB-231 and BT-549 determined by CCK-8 assay. The relative viability of tumor cells was significantly suppressed in the shPUS1 groups relative to the negative control groups. **(B)** The colony formation abilities of two cell lines examined by colony formation assay. The colonies formed by tumor cells was considerably fewer in the shPUS1 groups than in the control groups. **(C)** Transwell invasion assay showed that the number of tumor cells which migrated from the upper to lower chamber was significantly reduced in the shPUS1 groups compared with the control groups. The data were expressed as the means ± standard deviation with three repeats. *, P value < 0.05; **, *P* value < 0.01; ***, *P* value < 0.001.

### MDA-MB-231 and BT-549 cells invaded less when PUS1 was knocked down

By conducting a transwell invasion assay, we further examined the impacts of PUS1 on cell invasion. It can be seen in **Figure 4C** that significantly fewer MDA-MB-231 and BT-549 cells migrated from the upper to lower chamber in PUS1 knockdown groups than in control groups. This evidence suggested that knocking down PUS1 decreased breast cancer cells’ ability to invade, which was consistent with our bioinformatic analysis of the RNA sequencing data.

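In the MDA-MB-231 libraries, 21 of 24 genes of a list for migration and invasion were tested, among them VIM and MMP14. Their median log2 fold change was 0.08, and 11 genes were higher and 10 lower in shPUS1. Among random lists matched on expression, 78.6% had a lower median. The list was not shifted by limma's camera test with its preset correlation of 0.01 (adjusted p = 0.908 over 9 lists). The mean of the list was 0.15 and camera's direction up, while the rotation test fry gave down (adjusted p = 0.751). The median was negative in several alternatives, down to -0.25 over genes with a mean FPKM of at least 5, and in none of them did the list pass the threshold (adjusted p from 0.165 to 0.951). It was -0.09 without shControl replicate 2, where the adjusted p was 0.929. No gene of the list was differentially expressed over all genes tested, and 1 was when adjusted over the list alone. Without the fold threshold, 1 passed over all genes tested and 10 over the list alone. Of the 9 lists, 4 passed an adjusted p of 0.05 with camera's preset correlation. Among them was that of pseudouridine synthases, which holds PUS1, the target of the hairpin. The lists of NRF2 targets and the PI3K-Akt core also passed under fry, the lists of pseudouridine synthases and of the cell cycle did not, and 0 passed under camera with an estimated correlation, where 1 had an unadjusted p under 0.05.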

## Discussion

According to our findings, breast cancer tissues showed a greater expression of PUS1 than normal tissues. A high expression of PUS1 correlated with TNBC status and higher tumor grade, as well as poor prognosis of patients with this cancer. *In vitro*, downregulation of PUS1 affects a variety of cancer related pathways. As a result of knocking down PUS1 *in vitro*, MDA-MB-231 and BT-549 cells grew slower and invaded less.

Pseudouridylation of RNA is widespread in the prokaryotes and eukaryotes. However, its functions have been underappreciated for a long time until the recent discovery that it greatly contributes to efficacy of the mRNA COVID-19 Vaccines (14, 15). Derived from uridine by base-specific isomerization, pseudouridylation modification was generally considered to stabilize the RNA structure, increase the protection of the RNA against nucleases and affects the translation of mRNA into protein (9). In view of the widespread effects RNA pseudouridylation has on RNA metabolism and gene expression, it is not surprising that pseudouridylation influenced the progress of oncogenesis (16). Intriguingly, the pseudouridine synthases, which “write” pseudouridylation modifications, play a dual role in malignant diseases, acting as both tumor promoters and tumor suppressors (17). In current study, we examined the aberrant expression of PUS1 in breast cancer as well as its clinical significance and prognostic value. It is worth noting here that we validated the prognostic value of PUS1 by using a breast tissue microarray which is capable of achieving a rapid IHC staining of large sample size with small batch effects. We also found that positive correlation between high PUS1 expression and unfavorable pathological parameters including higher tumor grade and TNBC status, which represent the higher degrees of malignancy and more aggressive biological behavior of breast cancer. In line with the PUS1 level in breast cancer tissues, PUS1 were highly expressed in most TNBC cell lines compared with the normal mammary epithelial cell and other tumor cell lines. According to our knowledge, these findings have not been reported in the literature till now. Notably, we must emphasize that despite the possibility that high PUS1 RNA levels might also predict poor outcomes which supported by several public datasets, IHC detection of PUS1 is more stable, reliable, and realistic for clinical applications in the future.

As high expression of PUS1 correlates with poor prognosis, we hypothesize that PUS1 is a tumor-promoting gene in breast cancer. To this date, there is no knowledge of the regulation network mediated by PUS1 that contributes to cancer progression. Therefore, we performed RNA sequencing to analyze the downstream genes impacted by PUS1 knockdown and speculated the possible impacts induced by PUS1. 

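A list of 26 genes for the cell cycle and proliferation, such as MKI67, PCNA and CCNB1, had a median log2 fold change of -0.48 in the MDA-MB-231 libraries, and 23 of the genes were lower in shPUS1. The mean was -0.52. Its median lay at percentile 0 of 10000 random lists matched on expression, and camera gave an adjusted p of 0.000308. Under fry the adjusted p was 0.317, and under camera with an estimated correlation it was 0.632. The size of the shift depended on shControl replicate 2: without it the median was -0.24, with an adjusted p of 0.0124. With another library left out, the median lay between -0.45 and -0.64 (adjusted p of up to 0.000748). A single gene of the list, CCNA2, was differentially expressed, both over all genes tested and when adjusted over the list alone. Without the fold threshold, 1 passed over all genes tested and 2 over the list alone. CCNA2 (ENSG00000145386, chromosome 4, 121816444 to 121823883), which encodes cyclin A2, was at 70.0 ± 4.6 CPM in shPUS1 and 155 ± 33.7 in shControl (SD, n = 3 each). Its log2 fold change was -1.15 (standard error 0.17, adjusted p = 0.0318 from edgeR), and 5.7% of its 100-base stretches occur in EXOSC9, which overlaps it on the opposite strand. Without shPUS1 replicate 1, 2 or 3 or shControl replicate 1 the adjusted p was 0.171, 0.222, 0.163 and 0.0845. Without shControl replicate 2 its log2 fold change fell short of the threshold, at -0.96 (adjusted p = 0.00113).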

We found that PUS1 regulated many cancer-related biological process including cell proliferation and cell migration. 

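A list of 25 core genes of mitophagy, such as PINK1, BNIP3 and SQSTM1, had 24 tested genes with a median log2 fold change of 0.17, of which 17 were higher and 7 lower in shPUS1. The list did not pass the threshold (camera, adjusted p = 0.0949; fry, adjusted p = 0.317), although it did without shControl replicate 1 (median 0.22, adjusted p = 0.0149). The adjusted p over its alternatives ran from 0.0149 to 0.632. No gene of the list was differentially expressed by edgeR, over all genes tested or when adjusted over the list alone. Without the fold threshold, 1 passed over all genes tested and 3 over the list alone. A list of 32 core genes of PI3K-Akt signaling, such as PIK3CA and AKT1, had a median of 0.21, with 21 genes higher and 11 lower. Among random lists matched on expression, 98.5% had a lower median. The adjusted p was 0.0155 from camera and 0.035 from fry, and 0.413 from camera with an estimated correlation. Without shControl replicate 1 camera's adjusted p was 0.0595, and with any other library left out the list passed the threshold. It did not pass over genes with a mean FPKM of at least 5 (adjusted p = 0.158) or, in an alternative added after the data had been seen, with the gene length trend removed (adjusted p = 0.0814). A single gene of the list, SGK1 (ENSG00000118515, chromosome 6, 134169248 to 134318112), was differentially expressed over all genes tested, and 2 were when adjusted over the list alone. Without the fold threshold, 1 passed over all genes tested and 4 over the list alone. SGK1 encodes a kinase of the same family as AKT1. It was at 37.8 ± 2.01 CPM in shPUS1 and 16.2 ± 0.835 in shControl (SD, n = 3 each), a log2 fold change of 1.22 (standard error 0.13, adjusted p = 0.0147 from edgeR). Without shPUS1 replicate 1, 2 or 3 or shControl replicate 1 the adjusted p was 0.147, 0.178, 0.12 and 0.0618. The log2 fold change of SGK1 lay between 1.18 and 1.26 with any library left out.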

We also noticed that PUS1 affect many crucial pathways including Mitophagy, PI3K-Akt signaling pathways which were frequently deregulated in cancers. Mitophagy appears to have a controversial role for there is some evidence that mitophagy defects promote breast cancer bone metastasis, while others say a mitophagy inhibitor makes breast cancer cells more susceptible to chemotherapy (18, 19). The PI3K-Akt pathway is strongly correlated with cell proliferation, survival, invasion, and migration in many cancers, and it is one of the most frequently activated pathways in breast cancer (20–22). Based on our enrichment analysis, we propose a possible mechanism for PUS1 in promoting breast cancer progression (**Figure 5**).

**Figure 5:**
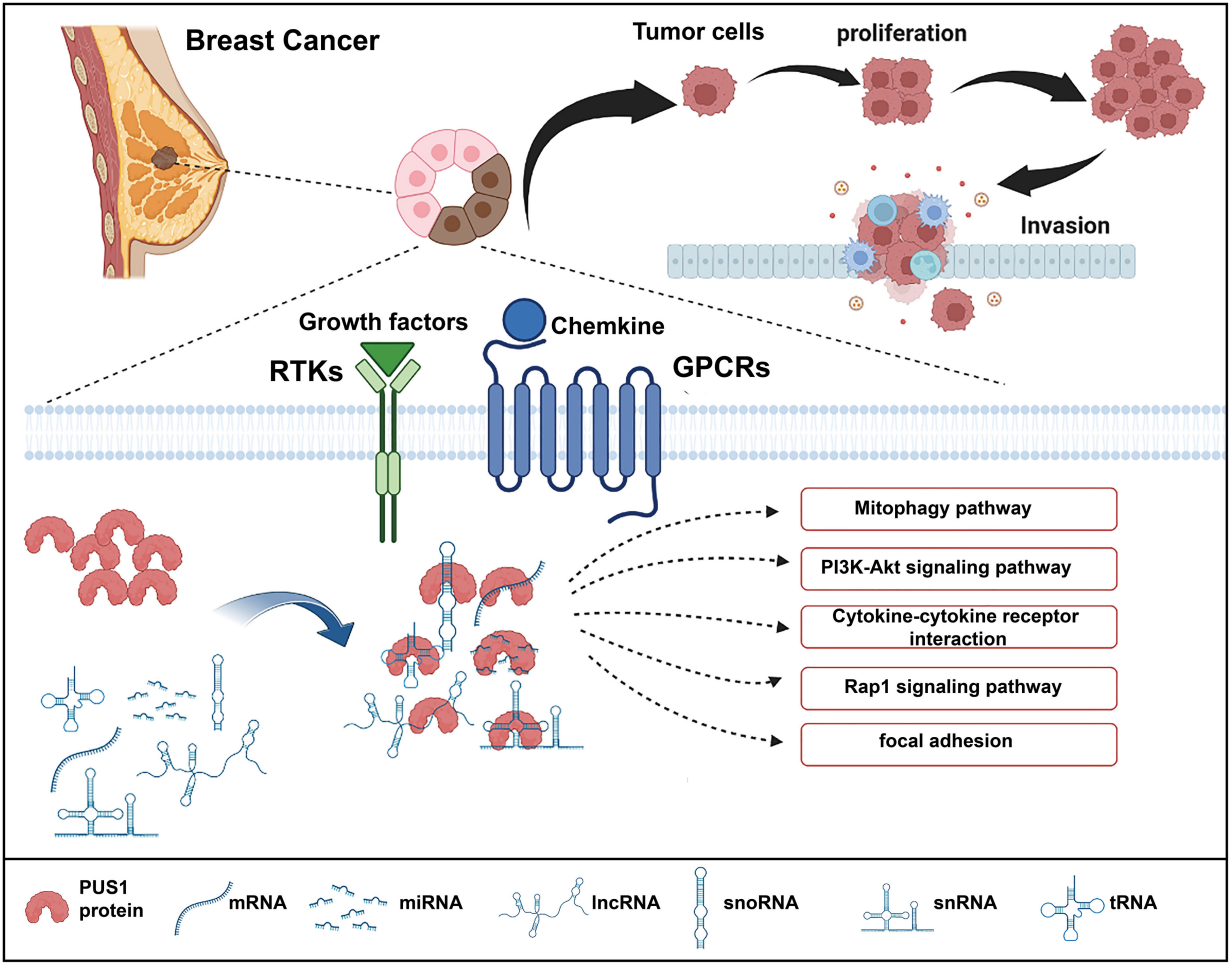
Schematic illustration of the functions of PUS1 and its potential regulation mechanisms in breast cancer. Upregulation of PUS1 promotes malignant biological behavior of tumor cells by regulating a series of cancer related biological processes and pathways.

It has not been reported in previous study that PUS1 impacted the cell phenotype of cancer cells. We found PUS1 knockdown suppressed tumor proliferation and invasion in accordance with our RNA sequencing results. On the other hand, we also found some support for our results in previous studies. For example, GSC lines showed drastic growth suppression after knockdown of PUS7 (7). Additionally, downregulation of DKC1 inhibited prostate cancer cell growth and glioma cell invasion (23, 24). The results of our study provide further evidence that pseudouridine synthases are crucial in the progression of cancer as well. Therefore, it is possible that PUS1 could serve as a future therapeutic target for breast cancer.

There were some pitfalls and drawbacks in present study. First, each spot of the microarray originated from just one part of the tissue and it might be difficult to represent the full view occasionally considering the high degree of tumoral heterogeneity. To further validate how aberrant PUS1 expression influences breast cancer risk, more clinical samples would be required from different cohorts. Second, the phenotypes of PUS1 knockdown on tumor cells was observed *in vitro* which need to validated on *in vivo* experiments in future. Third, this study sought to investigate whether PUS1 has clinical significance in breast cancer as well as how it affects phenotypic features of cells, but the direct RNA substrates of PUS1 as well as the complicated roles of pseudouridylation modifications on breast cancer has not been explained. Further studies should be applied to find the direct targes of PUS1 by using a series of methods such as RIP-sequencing and pseudouridine sequencing. More importantly, small molecule inhibitors which specifically acts on PUS1 and its downstream targets should be screened to accelerate translational clinical research.

In conclusion, our results suggested the great potential of PUS1 as an unfavorable biomarker for breast cancer. Cancer cells are significantly inhibited in their ability to proliferate, form colonies, and invade when PUS1 is inhibited. PUS1 might be a promising treatment target for breast cancer.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE212074.

## Ethics statement

The studies involving human participants were reviewed and approved by the First Affiliated Hospital of Nanjing Medical University Medical Science Research Ethics Committee(Ethics code 2021-SR-308). The patients/participants provided their written informed consent to participate in this study.

## Author contributions

Conception and design of the work: ZZ and J-HT. Acquisition, analysis, and interpretation of data: ZF, HS, QX, HZ, LL and S-YY. Drafting and revising of the article: ZF, ZZ and J-HT. Final approval of the manuscript and agreement to be accountable for all aspects of the work: All authors. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Key Research and Development Program of China (No. 2016YFC0905900), National Natural Science Foundation of China (No. 81872365) and Jiangsu Provincial Key Research Development Program (No. BE2019731).

## Acknowledgments

The authors would like to gratefully acknowledge all the patients and their families who contributed specimens to the study, and the surgical staff who assisted in the collection of specimens.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

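Poly(A)-selected RNA from MDA-MB-231 cells with a control hairpin (shControl) or a hairpin against PUS1 (shPUS1), 3 libraries each, was analysed. The paper's methods give paired-end sequencing on an Illumina NovaSeq instrument, alignment with Hisat2 and expression levels from HTSeq. The genome build, the annotation release, the strandedness and the handling of reads that map to several places are not stated in the paper's text. The deposited values are estimated counts per gene, made by the authors from the aligned reads without normalization, and part of them are not whole numbers. The FPKM values were made by the authors, as deposited, from these counts per kilobase of exonic length and per library total. No library was pooled with another, and no per-sample values were left out. Library totals lay between 14241505 and 19625998 estimated counts, and intervals from counts cover counting error only. The replicate numbers did not pair the libraries, since residuals of libraries with the same number had correlations of -0.05, -0.03 and -0.19 across genes.

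Counts were rounded to whole numbers, filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p adjusted by the Benjamini-Hochberg method. Genes past the threshold had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The prior count was 2. DESeq2 1.42.0 and limma 3.58.1 served for alternatives, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. Gene coordinates are those of the deposited table. Of its 60605 genes, 58337 have an identifier in GENCODE release 29 (GRCh38), 74.8% of these with the same start and end and 99.98% overlapping on the same chromosome. Stretches of 100 bases of each gene's transcripts in that release were searched in the transcripts of all other genes. The test was run on simulated data. With each gene's dispersion estimated from these libraries it recovered 192 of 200 genes changed by 3 on the log2 scale, with 6 false calls. With a dispersion of 0.01 it recovered 194 of 200 genes changed by 1.5, with 0 false calls. The simulated data held no library that stands apart and no genes that move together.

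Lists of genes were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, and adjusted over the lists. Medians were compared with 10000 random lists matched in 20 bins of mean expression. The lists, written from general knowledge, were pseudouridine synthases, cell cycle and proliferation, migration and invasion, mitophagy core, PI3K-Akt core, interferon response, NRF2 targets, integrated stress response and mitochondrially encoded mRNAs. Lists for osmotic stress response, hypoxia response and ribosome biogenesis were added after the data had been seen and were adjusted among themselves. GO terms and pathways from the deposited table were tested with a one-sided Fisher's exact test for terms with at least 5 tested genes. Matches to the seed of each hairpin's guide (positions 2 to 8) in 3′ UTRs were compared with 10000 random lists matched on expression and 3′ UTR length.

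The comparison, its model, the thresholds, the lists other than those added, the alternatives other than those named as added and the rule for naming genes were chosen before the data were examined. The model depended on the unit, with edgeR for counts and limma for FPKM, and the alternatives on the pseudocount were therefore run on FPKM with limma over genes with a mean FPKM of at least 1. The rule named PUS1, PUS7, TRUB2, DKC1, LASP1, GAPDH and the AKR1C genes, the 6 largest rises and the 6 largest falls past the threshold without overlap between groups, and up to 4 genes past the threshold with the smallest adjusted p in each list and in each term that the paper's text names. Unnamed loci, pseudogenes and genes that share at least 20% of their stretches with another gene were skipped except the AKR1C genes. Of 202 genes past the threshold, 173 were kept for naming, and 44 genes were named in all. The alternatives were 3 pseudocounts with limma, no filter on low counts, a mean FPKM of at least 5, DESeq2 size factors, quantile normalization, a replicate block, no abundance trend, each library left out in turn, DESeq2, other thresholds, protein-coding genes only and other backgrounds and calls for the terms. Library totals without TMM, voom with sample weights, removal of the gene length trend, and terms tested on the calls by unadjusted p, by DESeq2 or without shControl replicate 2 were added after the data had been seen. Data from patients, blots and cell assays of the paper were left out because they are not among the deposited values.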

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

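Of the tests in this part, the shared-read test of the osmolyte genes and their scaling test with DESeq2 size factors and quantile normalization were set beforehand, while the scalings by library totals and with the length trend removed, the tests without shControl replicate 2, the test of the osmotic list, all tests of the unnamed locus and the test of the hypoxia list were chosen after the result was seen. The genes, the locus and the hypoxia list were themselves chosen after their values were seen.

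A signal appeared among genes that the paper does not discuss. The genes SLC6A12, SLC5A3, AKR1B1 and SLC38A2, which bring osmolytes into the cell or make them, were higher in all 3 shPUS1 libraries than in any shControl library. The log2 fold change of SLC6A12 was 7.23 (adjusted p = 0.00642). SLC5A3 (chromosome 21, 34073578 to 34106260) was at 911 ± 367 CPM in shPUS1 and 103 ± 29.9 in shControl (SD, n = 3 each), a log2 fold change of 3.14 (adjusted p = 0.0138). AKR1B1 (chromosome 7, 134442356 to 134459284) was at 1523 ± 226 and 310 ± 117 CPM, with 2.30 (adjusted p = 0.0215). SLC38A2 (chromosome 12, 46358188 to 46372773) was at 1147 ± 106 and 401 ± 150 CPM, with 1.52 (adjusted p = 0.042). Without shPUS1 replicate 3 the adjusted p was 0.0555 for SLC6A12 and SLC5A3, and without shControl replicate 1 it was 0.0681 for SLC5A3. For AKR1B1 it was 0.131, 0.178 and 0.13 without shPUS1 replicate 1, 2 and 3, and 0.0589 without shControl replicate 1. For SLC38A2 it was 0.185, 0.233 and 0.178 without these shPUS1 replicates, 0.0905 and 0.0505 without shControl replicates 1 and 3, and 0.0804 with a replicate block. DESeq2 called all of them. The tables argue against shControl replicate 2 as the whole cause, since the smallest log2 fold change of the 4 genes without it was 1.23. They argue against the scaling, since the smallest was 1.48 under 4 other scalings (DESeq2 size factors, quantile normalization, library totals and the length trend removed). They also argue against shared reads, since at most 0.7% of the genes' stretches occur in another gene, although MRPS6, which overlaps SLC5A3, also rose (2.16). A response to osmotic stress through NFAT5 may explain the rise and stays open, since the rest of the osmotic list had a median of 0.36, at percentile 94.4 of random lists. A difference in osmolarity between the cultures was not tested.

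An unnamed locus, ENSG00000286966 (chromosome 1, 183613537 to 183619335), had a log2 fold change of 4.92 (adjusted p = 0.0138), with 2046, 2453 and 2892 counts in shPUS1 and 104, 25 and 87 in shControl. It was chosen as the unnamed locus with the largest rise among those with at least 100 counts in every shPUS1 library. Without shPUS1 replicate 1, 2 or 3 the adjusted p was 0.0509, 0.0868 and 0.0861, and without shControl replicate 1 it was 0.0589. The log2 fold change was 4.44 without shControl replicate 2 and at least 4.89 under 4 other scalings, which argues against that library or the scaling as the whole cause. Reads shared with another gene cannot be told apart from transcription of the locus: 0 genes of GENCODE release 29 overlap it, and that release has no entry for the locus whose sequence could be searched. No biological explanation was tested.

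A list of 16 hypoxia response genes, a process the paper does not discuss, had a median log2 fold change of -0.48 and a mean of -0.61, with 14 genes lower in shPUS1 (camera, adjusted p = 0.000818 over the added lists). Under fry the adjusted p was 0.169 and with an estimated correlation 0.392. A single gene was past the threshold over all genes tested. Camera's p stayed at or below 0.0254 with any library left out, the highest without shControl replicate 1 (median -0.37). The tables argue against shControl replicate 2 as the cause: without it the median was -0.67, at percentile 0 of random lists. Lower oxygen in the shControl cultures, for example at a higher cell density, may explain the difference and stays open, since no value on density or oxygen is among the data.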

How the results depend on the processing

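Library totals without TMM, voom with sample weights, removal of the gene length trend, and terms from unadjusted, DESeq2 or shControl-2-free calls were chosen after the data had been seen.

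The counts of genes past the threshold moved with the processing. Of 24 alternatives, 7 stayed within 1.5 times the count of higher genes and 7 within 1.5 times the count of lower genes. With limma on log2(FPKM + 0.1), log2(FPKM + 1) and log2(FPKM + 0.01) there were 68, 71 and 66 higher and 44, 16 and 41 lower genes, over the 11519 genes with a mean FPKM of at least 1. With no filter on low counts there were 293 and 243, over 27010 genes, and with a mean FPKM of at least 5 there were 53 and 18, over 7107 genes. A replicate block gave 18 and 0 genes with edgeR, where 2815 genes had an unadjusted p under 0.05. DESeq2 gave 256 and 243, and voom with sample weights 281 and 260. With each library left out, the counts lay between 0 and 246 for higher genes and between 0 and 251 for lower genes. Fewer libraries leave fewer degrees of freedom, but without shControl replicate 2 the counts rose. An adjusted p under 0.05 alone gave 256 and 124, an adjusted p under 0.01 gave 13 and 0, an unadjusted p under 0.05 with the fold threshold 375 and 381, and the fold change of the group means 470 and 485. Thresholds and filters move the counts by their construction. For the rest, the cause was not tested.

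The fall of PUS1 kept its side of the threshold in 9 of 18 alternatives. It was past the fold threshold but not the adjusted p with limma at -1.48, -1.001 and -1.56 (pseudocounts 0.1, 1 and 0.01; adjusted p = 0.0514, adjusted p = 0.0544 and adjusted p = 0.0521), with a replicate block at -1.55 (adjusted p = 0.0969) and with no abundance trend at -1.64 (adjusted p = 0.0631). With a library left out it lay between -1.86 and -1.20. Over its alternatives the adjusted p lay between 0.00011 and 0.253, and the cause was not tested. With a mean FPKM of at least 5 PUS1 has no value.

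Of 9 lists, 4 passed with camera. With no filter on low counts the number was 5, with the interferon response list added. With a mean FPKM of at least 5 the number was 1 (the cell cycle list). With the length trend removed it was 2 (the cell cycle list and NRF2 targets). With fry it was 2 (NRF2 targets and the PI3K-Akt core) and with an estimated correlation 0. The causes of these changes were not tested. With a library left out, 3 to 4 lists passed.

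The number of GO terms and pathways past an adjusted p of 0.05, 22 in all, fell to 5 with the calls of limma on log2(FPKM + 1), to 2 with a replicate block, to 11 with no filter on low counts and to 0 by Fisher's exact test with the AKR1C genes counted as 1, when 140 GO terms and 13 pathways had an unadjusted p under 0.05. It was 4 with unadjusted calls and 7 with the calls of DESeq2. Counting the AKR1C genes as 1 removes the terms made of them by construction. The terms without an AKR1C gene then fell short because the adjustment lost the smaller p of those terms. For the other settings the cause was not tested. Without shControl replicate 2 it was 20.

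Among 43 named genes with a value, 528 of 750 pairs of gene and alternative stayed on their side of the threshold and 222 lost the call, and 0 gained a call or changed direction past the threshold. Most losses came without shPUS1 replicate 1, 2 or 3 (34, 36 and 38 genes), without shControl replicate 1 (34 genes) and with a replicate block (33 genes). RENO1, with 2 to 5 counts per shPUS1 library, lost its call in 8 of 15 alternatives. IL27RA, with 275 to 362 counts, lost its call in 12 of 18. Whether depth caused lost calls was not tested.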

Differences from the paper's values

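Voom with sample weights, DESeq2 at an unadjusted p and the terms from unadjusted, DESeq2 or shControl-2-free calls were chosen after the data had been seen. The paper's number of genes higher in shPUS1 is 375, and here it was 131. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with the fold threshold gave 375, the paper's number, and no filter on low counts (293), DESeq2 (256), an adjusted p under 0.05 alone (256) and the fold change of the group means (470) came within 1.5 times of it. The others did not: limma on FPKM with pseudocounts 0.1, 1 and 0.01 (68, 71 and 66), a mean FPKM of at least 5 (53), DESeq2 size factors (133), quantile normalization (164), the replicate block (18), no abundance trend (102), each library left out (0 to 246), an adjusted p under 0.01 (13) and protein-coding genes only (123). Voom with sample weights, chosen after seeing the values, gave 281 higher genes. DESeq2, the tool that the paper's methods name, gave 463 higher genes at an unadjusted p under 0.05 with the fold threshold, also within 1.5 times. The paper's list of genes is not among the data, so how many of its genes this drops cannot be counted.

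The paper's number of lower genes is 444 in the text and about 440 in Fig. 3D, read by eye, and here it was 71. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with the fold threshold (381) and the fold change of the group means (485) came within 1.5 times of either. The others did not: limma on FPKM with pseudocounts 0.1, 1 and 0.01 (44, 16 and 41), no filter on low counts (243), a mean FPKM of at least 5 (18), DESeq2 size factors (71), quantile normalization (62), the replicate block (0), no abundance trend (58), each library left out (0 to 251), DESeq2 (243), an adjusted p under 0.05 alone (124), an adjusted p under 0.01 (0) and protein-coding genes only (71). Where these counts are 0, edgeR was the tool. At an unadjusted p under 0.05 there were 3758 genes with all libraries and 2815 with the replicate block, and DESeq2 called 243 lower genes. At an unadjusted p under 0.05 with the fold threshold, DESeq2 gave 448 lower genes, close to the paper's number.

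The paper states that the differentially expressed genes are enriched for cell proliferation and cell migration and for mitophagy, PI3K-Akt, cytokine, Rap1 and focal adhesion pathways. Here 0 of these terms passed an adjusted p of 0.05 by Fisher's exact test in any setting run, with 13 pathways at an unadjusted p under 0.05 and cell migration at an exact p of 0.00352 (exact p = 0.000287 and adjusted p = 0.063 among the higher genes alone). The paper's methods name a p value. At an unadjusted p under 0.05, the calls with no filter on low counts passed cell migration (exact p = 0.000464), negative regulation of cell proliferation (exact p = 0.0147), PI3K-Akt (exact p = 0.00351), cytokine (exact p = 0.0105) and Rap1 (exact p = 0.011), and limma on log2(FPKM + 1) passed cytokine (exact p = 0.0335). Of the settings chosen after seeing the values, unadjusted calls and DESeq2 passed the same 5 terms, with exact p of 0.00437 to 0.0254 and of 0.00767 to 0.0485. The calls without shControl replicate 2 passed cell migration, PI3K-Akt, cytokine and Rap1, with exact p of 0.000282 to 0.0286. Mitophagy, focal adhesion and cell proliferation passed in none. Among the terms of Fig. 3E and Fig. 3F, response to organophosphorus (adjusted p = 0.0257), steroid dehydrogenase activity and 2 further oxidoreductase terms passed here. Others passed only elsewhere: Folate biosynthesis with the replicate block (adjusted p = 0.0184) and with no filter (adjusted p = 0.012), and basement membrane (adjusted p = 0.00465), ketosteroid monooxygenase activity (adjusted p = 0.00467), Human papillomavirus infection (adjusted p = 0.00595) and ECM-receptor interaction (adjusted p = 0.00595) with no filter. Of the settings chosen after seeing the values, ECM-receptor interaction passed with unadjusted calls (adjusted p = 0.0213), basement membrane with DESeq2 (adjusted p = 0.0311), and extracellular space (adjusted p = 2.38e-06) and extracellular region (adjusted p = 2.13e-05) without shControl replicate 2.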

Other observations

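The tests of a label swap, of a few abundant genes and of a faster growing culture for shControl replicate 2, the length test of the calls, the test of the calls without that library, the share of lower genes with a seed match, the test of AKR1C2 and the test of neighbouring genes for copy number were chosen after the result was seen, as were the ribosome biogenesis and osmotic lists and the list values of shControl replicate 2.

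The library of shControl replicate 2 stood apart from the other 5, at 82.8 on the first principal component (54.8% of the variance). The tables argue against deeper sequencing as the cause: after thinning all libraries to the smallest total, its largest correlation with another shControl library across genes was 0.952, where the lowest of the other pairs within a group was 0.981. They argue against a swap with an shPUS1 library, since PUS1 was at 27.5 CPM in it and at most 6.57 in shPUS1. They argue against a few genes taking most of the counts, since its 10 most abundant genes held 5.56% of counts and those of the other libraries at least 6.04%. They argue against gene length, which took 0.0722% of the variance of its log2 ratio to the other shControl libraries and left an SD of 0.804, where replicates 1 and 3 differed with an SD of 0.489. Cells of another line or organism would bring genes of their own, and 1 gene had at least 10 counts in it and 0 in every other library, against 5 in another library. A faster growing culture may explain it, since the cell cycle list without RRM2 had a median log2 ratio of 0.72 to the other shControl libraries, at percentile 100 of random lists. The lists of ribosome biogenesis (0.93), interferon (0.61), pseudouridine synthases (0.56) and mitochondrially encoded mRNAs (0.54) were also higher. The lists of the integrated stress response (-0.94), osmotic stress (-0.73), hypoxia (-0.70) and the mitophagy core (-0.25) were lower. A swap with a sample from outside the study stays open. Voom gave the library a weight of 0.101, and the others 0.715 to 4.08.

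For the number of genes past the threshold, chance cannot be excluded by regrouping, because the grouping by hairpin is 1 of only 10 splits into 3 and 3 libraries. With edgeR, the other 9 splits gave 0 calls each, against 202. The tables argue against gene length as the cause, since 176 of the 202 genes were still called, among 216, with the length trend removed. They argue against shControl replicate 2 as the cause, since without it 497 genes were past the threshold, among them 109 of the 131 higher and 56 of the 71 lower genes.

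Silencing of other transcripts through a hairpin's seed would lower genes with a match. The tables argue against it as the cause of most of the lower genes past the threshold: of 60 with a 3' UTR, 8.33%, 8.33% and 5% held the 7-base match of shPUS#1, shPUS#2 and shPUS#3 (exact 95% intervals up to 18.4%, 18.4% and 13.9%), against 10.8%, 6.26% and 8.79% of other genes. A weaker effect, or an effect on a few genes, stays open. The median log2 fold change of matched genes minus that of the others lay at percentiles 93.5, 68.6 and 66 of matched random lists for shPUS#1, shPUS#2 and shPUS#3 (0.11, 0.09 and 0.09), and those of the 6-base, 8-base and passenger strand seeds between 15.7 and 94.8, so none lay outside the range of random lists. Which hairpin was sequenced is not stated in the paper's text, although the deposited sample names hold a 2 that may refer to shPUS#2.

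A copy number difference between the stable lines was tested in 2 ways. Around the 45 called genes with another call within a megabase, the median log2 fold change of neighbouring genes, called or not and signed by the called gene, was 0.0796 in the median (quartiles -0.0996 and 0.314). Their own changes had a median size of 1.64, and 1 of the 45 had neighbours at 50% of its change or more, which argues against a copy number difference over many genes as the cause of calls next to each other. A change that covers a few genes stays open. The test set beforehand left it open for weaker effects along the genome. The SD of medians over runs of 20 neighbouring genes was 0.148, above the 0.13 of shuffled orders. Between shControl replicates 1 and 3 it also exceeded shuffled orders, by less (0.0971 and 0.0948), so other trends along the genome cannot be separated. In 0 of 724 runs was the median beyond 0.5 in size, which leaves smaller regional shifts open. Adjoining runs on chromosome 1 (203626787 to 211435570) had medians of 0.395, 0.365 and 0.368, where shControl replicates 1 and 3 differed by -0.106, 0.0365 and 0.0112. Adjoining runs on chromosome 12 (2857680 to 7479897) had -0.299, -0.376 and -0.389, where those replicates differed by 0.0657, 0.053 and 0.026. These runs were picked after their values were seen. For the 45 called genes near another, chance gave a median of 48.

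The AKR1C genes were higher in shPUS1. The tables argue against reads assigned among them as the cause of the rise of the family, since the sum of AKR1C1 to AKR1C4 rose by 2.28 (adjusted p = 0.0319). For AKR1C2 by itself, reads from AKR1C1 cannot be told apart from its own transcription: 22.1% of its 100-base stretches occur in AKR1C1, which rose as far (3.53, against 3.38 for AKR1C2). Activation of NRF2 may explain the rise of the family and stays open: the list of NRF2 targets had a median of 0.32 (camera, adjusted p = 0.00107; fry, adjusted p = 0.00855; estimated correlation, adjusted p = 0.388), but without the AKR1C genes its median of 0.16 lay at percentile 88.9. Its genes past the threshold were 4 over all genes tested and 4 adjusted over the list alone, and the gene not of that family, ME1, rose by 1.10 (adjusted p = 0.0182).

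The lower cell cycle list was not due to shControl replicate 2 alone, since without it the median was -0.237, against -0.485 with all libraries.

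The pathway annotation puts 859 genes in Mitophagy through the number of AMBRA1 alone. An assignment through a repeat in their sequence is a candidate explanation: 75.3% of those in GENCODE release 29 had an Alu stretch in a transcript, against 12.1% of other pathway genes.

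The list of pseudouridine synthases had a median of -0.31, with 11 of 13 genes lower (camera, adjusted p = 0.0155; fry, adjusted p = 0.317; estimated correlation, adjusted p = 0.632), and 1 gene, PUS1, past the threshold over all genes tested and 1 adjusted over the list alone. PUS1, the hairpin's own target, had the largest change of the list (-1.64), which lowers the list's mean by design. The list was not tested without PUS1. Without shControl replicate 2 the median of the list was -0.10 and camera's adjusted p 0.264. PUS7 had a log2 fold change of -0.76 (adjusted p = 0.182), TRUB2 -0.34 (adjusted p = 0.468), DKC1 -0.37 (adjusted p = 0.352) and LASP1 -0.26 (adjusted p = 0.363). Without shControl replicate 2 these were -0.29 (adjusted p = 0.159), 0.07, -0.05 (adjusted p = 0.782) and -0.06 (adjusted p = 0.664). GAPDH, the reference of the paper's blots, had -0.71 (adjusted p = 0.0462), between -0.79 and -0.58 over its alternatives (adjusted p of 0.00136 to 0.255, the highest without shPUS1 replicate 2).

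The interferon response list had a median of -0.45 (camera, adjusted p = 0.158; 0 genes past the threshold over all genes by edgeR, 3 adjusted over the list alone), and -0.08 without shControl replicate 2. It passed with no filter on low counts (adjusted p = 0.0487), and over its alternatives the adjusted p lay between 0.0487 and 0.632. The integrated stress response list had 0.21 (adjusted p = 0.177), and 0.02 without shControl replicate 2 or 0.48 without shControl replicate 1. The mitochondrially encoded mRNAs had -0.14 (adjusted p = 0.217), near 0 without shControl replicate 2 (-0.0038) and -0.32 without shControl replicate 1. The osmotic list had a median of 0.65 and a mean of 1.75 over 9 genes (camera, adjusted p = 9.08e-05). Its adjusted p was 0.007 with fry and 0.206 with an estimated correlation. The list holds SLC6A12, SLC5A3, AKR1B1 and SLC38A2, whose rise was already known, so these p-values are not independent evidence. Without these genes its median was 0.36, at percentile 94.4 of random lists. The ribosome biogenesis list had -0.59 (camera, adjusted p = 0.000142), or -0.20 without shControl replicate 2. Its adjusted p was 0.205 with fry and 0.392 with an estimated correlation.

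IL10RB-DT, chosen after its values were seen, had 77 counts in shPUS1 and 0 in shControl, at least 23.7-fold higher against a floor of 3 counts over the group. IL10RB-DT overlaps IFNAR2 on the opposite strand, and IFNAR2 (-0.02) and IL10RB (-0.03) did not change by more than their standard errors.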
